# Single-cell analysis of age-related changes in leukocytes of diabetic mouse hindpaws

**DOI:** 10.1007/s00018-024-05128-z

**Published:** 2024-03-19

**Authors:** James M. Nichols, Hoang Vu Pham, Eric F. Lee, Rajasekaran Mahalingam, Andrew J. Shepherd

**Keywords:** Type 2 diabetes, Skin, Macrophage, Single-cell RNA sequencing

## Abstract

Complications associated with Type 1 and Type 2 diabetes, such as diabetic peripheral neuropathy and diabetic foot ulcers, are a growing health-care concern. In addition, this concern increases as diabetic patients age due to their increased susceptibility to complications. To address this growing problem, it is important to understand fluctuations in physiology which lead to pathological changes associated with the metabolic disturbances of diabetes. Our study explores dysregulation of immune cell populations in the hindpaws of healthy and diabetic mice at 12 and 21 weeks of age using single-cell RNA sequencing to provide insight into immune disruptions occurring in the distal limb during chronic diabetes. In 21-week-old *Lepr*^*db/db*^ mice, increases were seen in mast cells/basophils, dermal γδ T cells, heterogeneous T cells, and Type 2 innate lymphoid cells. In addition, macrophages represented the largest cluster of immune cells and showed the greatest increase in genes associated with immune-specific pathways. Sub-clustering of macrophages revealed a bias toward angiogenic Lyve1^+^MHCII^lo^ macrophages in the hindpaws of 21-week-old diabetic mice, which corresponded to an increase in Lyve1^+^ macrophages in the hindpaws of 21-week-old diabetic mice on histology. Our results show that in Type 2 diabetes, the immunological function and phenotype of multiple immune cell types shift not only with metabolic disturbance, but also with duration of disease, which may explain the increased susceptibility to pathologies of the distal limb in patients with more chronic diabetes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-024-05128-z.

## Introduction

The incidence and prevalence of diabetes has increased in the last several decades, with estimates putting the number of people with diabetes at almost half a billion worldwide [1]. This rise has also increased the incidence of two common complications of diabetes: diabetic peripheral neuropathy (DPN) and diabetic foot ulcers (DFUs) [1, 2]. DPN often presents as a distal symmetric polyneuropathy which affects approximately half of all people with diabetes and starts as a tingling, burning, or numb sensation in the fingertips and toes that progresses proximally over time [2, 3]. DPN is one of many types of neuropathy affecting diabetic patients, which can range in symptoms from autonomic dysregulation to oculomotor dysfunction, and these neuropathies are thought to be driven primarily by high blood glucose levels, vascular disruption, and impaired nerve function [3–6]. On the contrary, DFUs are the result of impaired wound healing in diabetic patients and lead to increased rates of infection, hospitalization, lower limb amputation, and death [7]. DFU represents one of the leading causes of non-traumatic lower limb amputations and is often preceded by DPN, as the lack of sensation in the distal limb increases the risk for injury [1, 8]. Since these conditions have been shown to have immunological dysregulation associated with their pathology, and inflammaging has been shown to contribute to a plethora of diseases including diabetes [8–18], here we examine the immune system in the distal hind limb of healthy and diabetic mice at variable ages to gain a holistic view of the immunological drivers behind these complications.

The metabolic dysregulation associated with diabetes alters many of the roles carried out by immune cells. In macrophages, many functions have been shown to be altered under diabetic conditions including phagocytosis [19–21], wound healing [16], and cytokine expression [22–24]. This suggests that there are pleiotropic effects of diabetes on the secretory output and function of macrophages. Alongside macrophages, dysregulation of T cells also occurs. Cutaneous T cells expressing αβ and γδ T cell receptors play vital roles in the dermal and epidermal microenvironment, and impairment of the normal physiological functions of these cells contributes to compromised wound healing [25]. Furthermore, T-bet-expressing B cells have been shown to play a role in the inflammatory response of rodents in the high-fat diet-induced model of Type 2 diabetes mellitus (T2DM) as well as in diabetic patients, a response supported by invariant natural killer T cells [26].

Based on the understanding that metabolic disturbances in diabetes have wide-ranging effects on leukocyte populations, phenotype, and function, we utilized single-cell RNA sequencing to survey the immune cells present within the hind foot of diabetic and healthy mice. Importantly, our study also incorporates 12-week-old and 21-week-old mice without injury to the distal limb to more accurately capture dysregulation of the immune system driven primarily by T2DM as the disease progresses over time. From this analysis, we identify changes in macrophage populations suggestive of an increase in angiogenic M2-like macrophages in the hindpaw of diabetic mice, which we were able to confirm histologically. In addition, large shifts were noted in other cell populations from our sequencing data, with notable changes occurring in a variety of T cell populations. The data presented here advances our understanding of how the immune system of diabetic patients might change with chronicity of disease.

## Materials and methods

### Mice

Experiments were approved by the MD Anderson Institutional Animal Care and Use Committee. Male *Lepr*^*db/db*^ (DB) (C57BLKS/J-*Dock7*^*m*^ + / + *Lepr*^*db*^, Strain #: 000642) and *Lepr*^*WT/WT*^(WT) littermates were used at 12 weeks old or 21 weeks old. The mice were housed two to five per cage in a temperature (22 °C ± 1 °C)—and humidity (40–60%)—controlled room with a 12-h light/dark cycle and ad libitum access to food (Purina PicoLab^®^ Rodent Diet 5053; 20% protein, 4.5% fat) and water.

### Von Frey testing

To validate the mechanical hyposensitivity previously noted in this model [27], we performed weekly Von Frey measurements from 11 weeks of age to 21 weeks of age. Von Frey filaments (0.04–2.00 g) were presented five times to both hindpaws of WT and Lepr^db/db^ mice (*n* = 5) progressing from the smallest to the largest filament, as described previously [28, 29]. The number of responses to each filament was then used to generate an area under the curve (AUC) value for each limb, and the average of the two responses was taken.

### Blood glucose measurement

The early-onset hyperglycemia typical of this model was also confirmed using a Precision Xtra glucometer (Abbott) to measure fasting blood glucose from WT and Lepr^db/db^ mice at 12 weeks of age (*n* = 5). For blood glucose measurement, the mice were fasted for 4 h prior to being placed in a restraint, and blood was obtained from the lateral tail vein without sedation.

### Hindpaw digestion

Mice were euthanized with CO_2_ and transcardially perfused with 20 ml of cold PBS (without Ca^2+^, Mg^2+^). Both hindpaws were excised at the ankle. A scalpel was used to make four linear, full-thickness cuts between the metatarsals to facilitate digestion. The paws were digested in 5 mg/ml collagenase in RPMI/1% Pen/Strep/20 mM HEPES (Corning) for 1.5–2 h at 37 °C with agitation for every 15 min. The cell suspension and remaining tissue were filtered through a 70-µm nylon filter using a 5-ml syringe plunger to further dissociate cells from the tissues. The filter was rinsed with 2 ml of RPMI/1% Pen/Strep/20 mM HEPES and the suspension was transferred into a 15-ml tube. Ten milliliters of RPMI/1% Pen/Strep/20 mM HEPES was added to each tube to dilute the collagenase and preserve cell viability. The samples then underwent centrifugation for 5 min at 500x*g*, and the cells were resuspended in 1 ml of FACS buffer (2% heat-inactivated FBS + 0.5 mM EDTA in PBS) for cell sorting.

### Fluorescent staining and cell sorting

To block Fc receptors, cells were incubated with 0.5 µl of TruStain FcX PLUS in 50 µl FACS of buffer. Thirty minutes later, anti-CD45 APC (1.25 µl; clone 30-F11, Biolegend; 5 µg/ml) and anti-CD19 BV421 (1.5 µl; clone 6D5, Biolegend; 1.5 µg/ml) were added in 50 µl of FACS buffer. Following incubation in darkness for 30 min at room temperature (RT), the cells were washed and resuspended in 300 µl of FACS buffer containing 0.3 µl of Sytox Green viability dye (Biolegend; 5 µM). A BD FACS Aria cell sorter was used to isolate CD45^+^ cells into RPMI + 2% FBS and resuspend them in 50 µl of PBS + 2% FBS. CD19^+^ signal was used to assess bone marrow contamination. In all samples, CD19^+^ cells represented less than 5% of total CD45^+^ cells, indicating minimal bone marrow contamination. Pooled CD45^+^ cell suspensions (*n* = 2–3 mice per group) were transferred to the MD Anderson Advanced Technology Genomics Core (ATGC, CA016672) for single-cell library preparation. Cell density and viability were determined using a Countess II FL auto-counter. Single cells were captured (~ 6000–9000 cells/sample) using Chromium Controller (10X Genomics), and sequencing was done by Novaseq 6000.

### ScRNA-seq quality control and data processing

Raw sequencing files were aligned utilizing CellRanger 6.0 (10 × Genomics). Each sequencing file was aligned to an indexed mouse genome (mm10), and gene count matrices were generated. Downstream analysis was performed with the R package Seurat 4.0. Across all samples, cells with < 200 genes and > 10% mitochondrial genes were removed from subsequent analysis. Ambient RNA removal was performed using the “decontx” algorithm in the celda package (v.1.1.6). The decontx algorithm applies a heuristic approach to define the clustering and then empirically estimate the distribution of ambient RNA. After filtering ambient RNA, the count matrix was used for clustering analysis using the Seurat functions NormalizeData, FindVariableFeatures (with 2,000 features), ScaleData, and RunPCA. The top 15 principal components (PCs) were considered for defining cell clusters using the FindNeighbours and FindClusters (resolution = 0.3) functions. After clustering each sample, doublets and multiplets were filtered using the DoubletFinder program with default settings.

### ScRNA-seq integration

Each sample was processed separately and then integrated to identify integrated clusters and cell types. The integration approach searches for pairs of cells in a similar biological state across the samples (anchors) through the FindIntegrationAnchors function and combines the data by using the IntegrateData function. Principal component analysis (top 20 PCs) on the integrated data with significant, highly variable genes was performed using RunPCA, followed by FindNeighbors and FindClusters (resolution = 0.4), to obtain the final 19 clusters.

### Cluster annotation

All clusters were annotated through manual analysis based on differential gene expression of each cluster. The FindAllMarker function with default parameters was used to obtain differentially expressed genes for each cluster. The top marker genes from each cluster were used to annotate cell types using a previous single-cell study of cutaneous mouse leukocytes [30] and the ImmGen database [31]. All the 19 clusters were annotated into 14 cell types. After removal of two small clusters (annotated as stromal and cell cycle-specific cells) from the dataset, re-clustering generated the final 12 immune cell types (Supplemental Fig. 1).

### Cell–cell communication analysis

Cell–cell communication analysis was conducted by assessing the expression of specific receptor–ligand pairs in various cell types derived from scRNA-seq data. The Cellchat tool, as described by Jin et al. [32], was employed in this study. The standard Cellchat workflow was followed to identify potential alterations or inductions in cell–cell communication networks within the 12WT, 12DB, 21WT, and 21DB samples. Input data for the analysis comprised normalized counts from all samples, along with cell clusters obtained from the Seurat program. Default parameters were used for preprocessing functions such as identifyOverExpressedGenes, identifyOverExpressedInteractions, and projectData. The Secreted Signalling pathways database, along with precompiled mouse protein–protein interactions, served as a priori network information. Subsequently, functions including computeCommunProb, computeCommunProbPathway, and aggregateNet were applied to calculate the cell–cell communication.

### Lyve1 clustering analysis

All macrophages were designated Lyve1 positive or negative. Differentially expressed genes were calculated between these two groups using the FindMarkers function. The dataset then underwent supervised cluster analysis, resulting in the division of cells into four sub-groups based on the log-normalized expression values of Lyve1 and H2-Ab1 (MHCII) mRNAs. The sub-groups were defined as follows: Lyve1^+^MHCII^hi^ (Lyve1 > 0 & H2-Ab1 ≥ 2), Lyve1^+^MHCII^lo^ (Lyve1 > 0 & H2-Ab1 < 2), Lyve1^−^MHCII^hi^ (Lyve1 = 0 & H2-Ab1 ≥ 2), and Lyve1^−^MHCII^lo^ (Lyve1 = 0 and H2-Ab1 < 2).

### Pathway analysis

Pathway analysis was performed using the QIAGEN IPA (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) and ToppGene Suite. For comparative pathway analysis, the differentially expressed genes for all cell types in each sample were used. For the Lyve1/MHCII sub-clustering analysis, enrichment analysis was performed with Gene Ontology (GO) biological process terms. The background gene list used in these analyses is provided in Supplementary Table 1, as per [33, 34]. For the analysis of GO terms related to differentially expressed genes in Lyve1-positive and Lyve1-negative comparisons, we utilized the ClueGO plugin within Cytoscape program [35].

### Histology

#### Tissue processing

WT and *Lepr*^*db/db*^ mice at 12 and 21 weeks of age (*n* = 3–6) were euthanized with CO_2_ and perfused with cold PBS followed by 10% neutral buffered formalin (Thermo Scientific). Tissues were post-fixed overnight at 4 °C and decalcified using 10% (w/v) EDTA in PBS for 14d at 4 °C (EDTA was replaced after 7 days). The tissues were cryoprotected in 30% sucrose for 48 h at 4 °C and frozen in Tissue-Tek^®^ O.C.T. compound (Sakura). Thirty-micron sections from the distal end of metatarsals 2–4 were collected onto Superfrost Plus slides (Fisher Scientific) using a Leica CM3050S Cryostat (Leica Biosystems).

#### Immunofluorescence

Tissue sections were rinsed in PBS before adding blocking solution [PBS + 10% (v/v) goat serum (Sigma)/1% bovine serum albumin (Fisher Scientific)/0.3% Triton X-100 (Fisher)] for 1 h. Primary antibodies were then diluted in blocking solution and incubated overnight at 4 °C in a humidified slide staining chamber. Lyve1^+^ and MHCII^+^ were detected using rat anti-Lyve1 (Clone: ALY7;eBioscience; 1: 500) and rat anti-MHCII (Clone: M5/114.15.2; Novus Biologicals; 1: 500) primary antibodies, paired with rabbit anti-CD68 (polyclonal; Abcam; 1: 1000)/rabbit anti-Iba1 (polyclonal; Wako; 1: 1000), rabbit anti-CD68 (polyclonal; Abcam; 1: 500), rabbit anti-PGP9.5 (Clone: EPR4118; Abcam; 1: 200), rabbit anti-CD206/MRC1 (Clone E6T5J; Cell Signaling; 1: 500), or rabbit anti-CD31 (Clone: SP38; Invitrogen; 1: 50). T cells were detected with rat anti-CD3 (Clone: CD3-12; Abcam; 1: 100). Slides were then rinsed 10 × in PBS. Secondary antibodies (goat anti-rabbit Alexa Fluor-594 with goat anti-rat Alexa Fluor-488, or goat anti-rabbit Alexa Fluor-488 with goat anti-rat Alexa Fluor-594; 1: 500; Invitrogen) in PBS containing DAPI (500 ng/ml; Sigma) were placed on the slides and incubated for 3 h at RT. Sections were again rinsed 10 × in PBS and coverslipped with FluorSave mounting medium (Millipore).

### Microscopy

Images were captured using a Nikon Ti2 confocal microscope (Nikon Instruments Inc., Melville, NY) with a 40x (Numerical aperture:1.30) objective at 2 µm z-stacks. Images were taken from the ventral aspect of each hindpaw. Thresholds were applied to the Alexa Fluor-594 and Alexa Fluor-488 signals independently for percent areas, and thresholds were combined to generate the region of interest (ROI) used for the Pearson’s correlation of Alexa Fluor-594 and Alexa Fluor-488 signals. Quantification was performed using Nikon NIS-Elements Advanced Research Software (Nikon Instruments Inc.).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism (version 10). Two-way ANOVA with Tukey’s multiple comparisons test was performed on histological data. Two-way ANOVA with Šidák’s multiple comparisons test was performed for Von Frey data. Mann–Whitney test was performed on blood glucose data. Statistical significance was determined in the analysis of differential gene expression by applying a threshold of an adjusted *p*-value < 0.05 and a fold change cutoff of 0.25.

## Results

### *Lepr*^*db/db*^ mice show early-onset hyposensitivity and hyperglycemia

Von Frey testing of WT and *Lepr*^*db/db*^ mice showed significant hyposensitivity in *Lepr*^*db/db*^ mice ranging from 11 to 21 weeks of age (Fig. 1a). In addition, blood glucose of mice at 12 weeks of age confirmed a significant hyperglycemia in *Lepr*^*db/db*^ mice by 12 weeks of age (Fig. 1b).

**Fig. 1:**
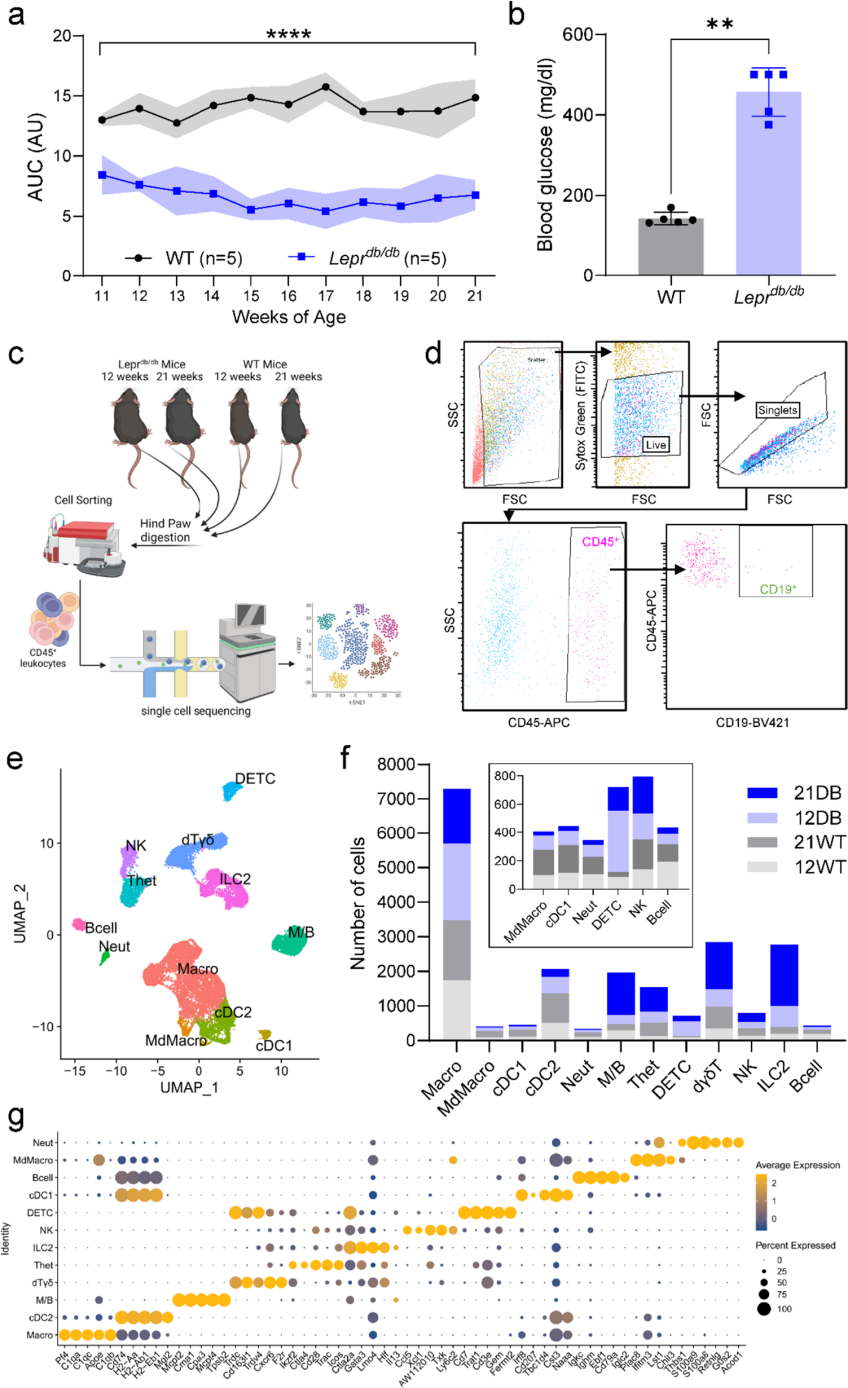
Model validation, analysis pipeline, and identification of hindpaw immune cell heterogeneity: **a** von Frey and **b** blood glucose levels were used to verify the neuropathy and metabolic phenotype of *Lepr*^*db/db*^ mice, respectively (*n* = 5). **c** Overview of the single-cell RNA-seq workflow. **d** Gating strategy for the isolation of single cells from hindpaws by flow cytometry depicting the gating system used to isolate CD45^+^ cells, which included a gate based on forward (FSC) and side (SSC) scatter, followed by a singlet gate and a CD45^+^ gate. In addition to these gates, which were used for sample collection, a CD19^+^ gate was used to check for excessive B-cell numbers as a proxy measure of bone marrow contamination. **e** Uniform Manifold Approximation and Projection (UMAP) plot of all 21,661 cells from 12-week-WT, 12-week-DB, 21-week-WT, and 21-week-DB mouse hindpaws. **f** Bar plot showing the number of cells for each cell type in each sample. Low-abundance clusters are re-plotted in the inset. **g** Dot plot showing the top 5 marker genes detected across all the 12 cell types. Data are mean ± SD; **/****p < 0.01, 0.0001, WT versus *Lepr*^*db/db*^, two-way ANOVA, Šidák / Mann–Whitney test

### Single-cell analysis reveals hindpaw immune cell heterogeneity

Sequencing of CD45^+^ cells from 12- and 21-week-old WT and DB hindpaws generated an integrated dataset of 21,661 cells grouped into 12 clusters (Fig. 1c–f), defined as: macrophages (*Pf4, C1qa, C1qc, Apoe, C1qb*), type 2 conventional dendritic cells (cDC2) (*CD74, H2-Aa, H2-Ab1, H2-Eb1, Mgl1*), mast cells/basophils (M/B) (*Mcpt2, Cma1, Cpa3, Mcpt4, Tpsb2*), dermal γδ T (dT_γδ_) cells (*Trdc, Cd163l1, Trdv4, Cxcr6, F2r*), heterogeneous T (T_het_) cells (*Ikzf2, Ctla4, CD28, Trac, Icos*), Type 2 innate lymphoid cells (ILC2) (*Ctla2a, Gata3, Lmo4, Hlf, Il13*), natural killer (NK) cells (*Ccl5, xcl1, AW112010, Txk, Ly6c2*), dendritic epidermal T cells (DETC; *Cd7, Trat1, CD3e, Gem, Fermt2*), type 1 conventional dendritic cells (cDC1) cells (*Irf8, CD207, Tbc1d4, Cst3, Naaa*), B cells (*Igkc, Ighm, Ebf1, CD79a, Iglc2*), monocyte-derived macrophages (MdMacro) (*Plac8, Ifitm3, Lst1, Chil3, Thbs1*), and neutrophils (Neut) (*S100a9, S100a8, Retnlg, G0s2, Acod1*) (Fig. 1g, Supplementary Fig. 1 and Supplementary Table 2) [30]. 

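CD45+ leukocytes sorted from hindpaws of male mice were profiled by droplet single-cell RNA-seq, in which each cell's transcripts carry a cell barcode and a unique molecular identifier (UMI), so that each captured molecule is counted once. WT mice were compared with DB mice, which lack a working leptin receptor and become obese and diabetic. There was 1 library per condition, each made from pooled tissue of 2 to 3 mice, so no difference between conditions had a replicate check and no test between conditions was made. Intervals given beside shares and counts are exact 95% intervals that cover counting error only. The authors aligned the reads to the mm10 mouse genome with Cell Ranger and deposited UMI counts, without normalization, for 32285 genes in the barcodes called as cells. The file headers name Cell Ranger 5.0.0 for both 12-week libraries and 6.0.0 for both 21-week libraries, so this difference and age cannot be told apart. The files held 5998 barcodes and 47851794 UMIs for 12-week-WT, 7463 barcodes and 57025899 UMIs for 12-week-DB, 8208 barcodes and 69626521 UMIs for 21-week-WT, and 9124 barcodes and 54989592 UMIs for 21-week-DB. The median barcode had 6477, 6349, 7187.5 and 5108 UMIs, in the same order. As in the paper, barcodes with under 200 genes or over 10% mitochondrial UMIs were left out. Cells with the highest Scrublet doublet scores were then removed at the rate expected for the number of barcodes, because Scrublet's own threshold marked only 0 cells of 21-week-WT and 2 cells of 21-week-DB. The remaining cells were integrated over the libraries in Seurat, and clusters were found with 20 principal components at a resolution of 0.4, also as in the paper. The 22 clusters were named anew from the 5 markers per class listed in the paper. Shares can therefore differ from the paper's through the rebuilt names. The mitochondrial limit also moved some shares, such as that of ILC2. Ambient RNA was not removed in the main analysis, whereas the paper removed it with decontX. A model of the same form was used as an alternative.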

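Of the barcodes that passed the limits on genes and mitochondrial UMIs, 253 in 12-week-WT, 391 in 12-week-DB, 477 in 21-week-WT and 636 in 21-week-DB were removed as likely doublets, which left 5018, 6161, 6793 and 8071 cells. Clusters with stromal, proliferating, keratinocyte-like or neuronal transcripts were then left out, with 198, 175, 392 and 213 cells. The 12 immune classes held 4820 cells in 12-week-WT, 5986 in 12-week-DB, 6401 in 21-week-WT and 7858 in 21-week-DB, or 25065 cells in all. With at most 5% mitochondrial UMIs, the setting that moved the number most, 3949, 5369, 4888 and 7412 cells were kept before clusters were left out. The 12 immune classes then held 3739, 5197, 4542 and 7265 cells. The paper's final numbers, at 3946, 5413, 4852 and 7450 cells, lay closer to these than to those of the main analysis.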

After quality control and filtering, the number of single-cell transcriptomes was 3,946 (12-week-WT), 5,413 (12-week-DB), 4,852 (21-week-WT), and 7,450 (21-week-DB). When each sample was represented as a proportion of the integrated cluster total, variation in cell numbers in each cluster was apparent (Fig. 1e, f). 

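Macrophage-like cells made up 42.5% of the immune cells of 12-week-WT (95% interval 41.1 to 43.9), 39.1% of 12-week-DB (37.8 to 40.3), 35.3% of 21-week-WT (34.1 to 36.5) and 20.3% of 21-week-DB (19.4 to 21.2). They were the largest class in the first 3 libraries, whereas in 21-week-DB the ILC2-like class was larger, at 24.8% (23.8 to 25.7). The fall in macrophages depended on how cells were named. With each cell named by its highest marker score, macrophages were 16.63% of 21-week-WT, below cDC2 at 24.88%, and 16.62% of 21-week-DB, so that their DB/WT ratio was 0.9994 against 0.575 in the main analysis. That ratio was 0.546 with at most 5% mitochondrial UMIs and 0.664 without integration. It lay between these values with at least 500 genes, without doublet removal, at a resolution of 0.8 and with ambient RNA removed. Named by cell, cDC2 were 24.88% of 21-week-WT and 4.533% of 21-week-DB, against 13.61% and 3.016% in the main analysis. Monocyte-derived macrophages were 7.8% and 1.683%, against 1.375% and 0.4963%. Both classes gained more share in WT, where macrophages also lost more, and both stayed lower in DB. 1 of the macrophage clusters was led by the inflammatory genes Ccl2, Cxcl1 and Tnf. Mast cell/basophil-like cells were 3.39% of 21-week-WT and 15.9% of 21-week-DB, a DB/WT ratio of 4.70 (4.07 to 5.46). Their median depth was low, at 1793 UMIs in 21-week-WT and 1404 UMIs in 21-week-DB. The ILC2-like share was 8.98% in 21-week-WT, which gave a ratio of 2.76 (2.51 to 3.03). Dermal γδ T-like cells went from 14.1% to 17.5%, a ratio of 1.25 (1.14 to 1.36). Heterogeneous T-like cells were 9.50% and 10.2%, and the interval of their ratio of 1.07 (0.963 to 1.19) included no change. These are shares of a fixed total, so a fall in macrophages raises the others. With macrophages left out of the denominator, the ratios were 3.82 for mast cells/basophils, 2.24 for ILC2, 1.01 for dermal γδ T cells and 0.870 for heterogeneous T cells. Other falling classes stayed in that denominator, such as cDC2 at 13.6% of 21-week-WT and 3.02% of 21-week-DB. With at most 5% mitochondrial UMIs, the ILC2 ratio over all immune cells was 5.55, against 5.566 from the paper's shares. At 12 weeks the DB/WT ratio of the mast cell/basophil share was 0.719 (0.612 to 0.844).

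**Figure D1:**
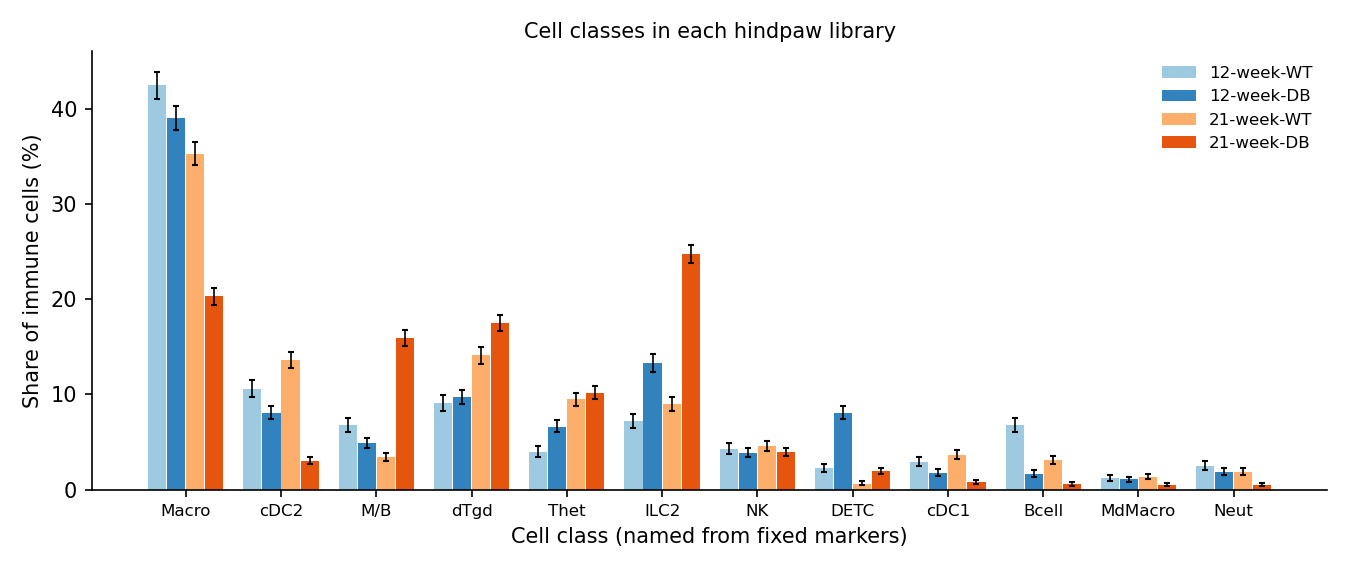
Share of immune cells (%, vertical axis) in each of the 12 rebuilt cell classes (horizontal axis) in the 4 libraries, with exact 95% binomial intervals for counting error only. Macrophages fell from 42.5% in 12-week-WT to 20.3% in 21-week-DB, where ILC2 reached 24.8%.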

Macrophages were the most abundant cell type across all samples, while mast cell/basophil (M/B), dermal γδ T cell (dT_γδ_), heterogeneous T cell (T_het_), and Type 2 innate lymphoid cell (ILC2) populations were substantially increased in 21-week-DB mice (Fig. 1f and Supplementary Table 3).

### Gene expression changes in WT and DB mice

We investigated the functional features of the cells obtained from each group using GO biological process enrichment. We then compared 12-week-WT mice with 12-week-DB mice (Fig. 2a, b) and 21-week-WT mice with 21-week-DB mice (Fig. 2c, d**; **Supplementary Table 4). Comparing 12-week-DB mice with 12-week-WT mice identified T cell-related transcripts (e.g., *Cd3e*, *Cd3g*, *Il2ra*) upregulated in 12-week-DB mice, while transcripts typical of antigen-presenting cells (e.g., *Cd74*, *H2-Aa/Ab1*, *C1qa*) were downregulated. 

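Counts were summed over all immune cells of each library and scaled to the library's total of UMIs in immune cells (CPM). All 15 genes that the paper names or labels in Fig. 2a changed in the paper's direction. Cd3e (ENSMUSG00000032093) rose from 90.3 CPM in 12-week-WT to 170 CPM in 12-week-DB, a log2 ratio of 0.91 (95% Poisson interval 0.86 to 0.97). Cd3g had a log2 ratio of 0.78 and Il2ra of 0.89. Cd74 fell by 0.54 on the log2 scale, H2-Aa by 0.57, H2-Ab1 by 0.59 and C1qa by 0.50. Ccl17 had the largest ratio of the list, from 459 to 92.2 CPM, a log2 ratio of -2.31 (-2.36 to -2.27). With each cell class weighted as in the WT library, the median absolute log2 ratio of the 15 genes went from 0.78 to 0.29. The log2 ratio of Cd3e was then -0.12, that of Cd3g -0.04 and that of Il2ra 0.34, and 10 of the 15 genes kept the direction. Ccl17 stayed at -2.05 and C1qa at -0.41, while Cd74 and H2-Aa went to -0.24 and H2-Ab1 to -0.29. The intervals cover counting error only and are narrow because each sum holds many UMIs. They say nothing about differences between mice.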

Consistent with these findings, the GO biological process enrichment was dominated by T cell development pathways (T cell differentiation, regulation of T cell receptor signaling, T cell activation), suggesting generalized T cell activation in 12-week-DB mice.

**Fig. 2:**
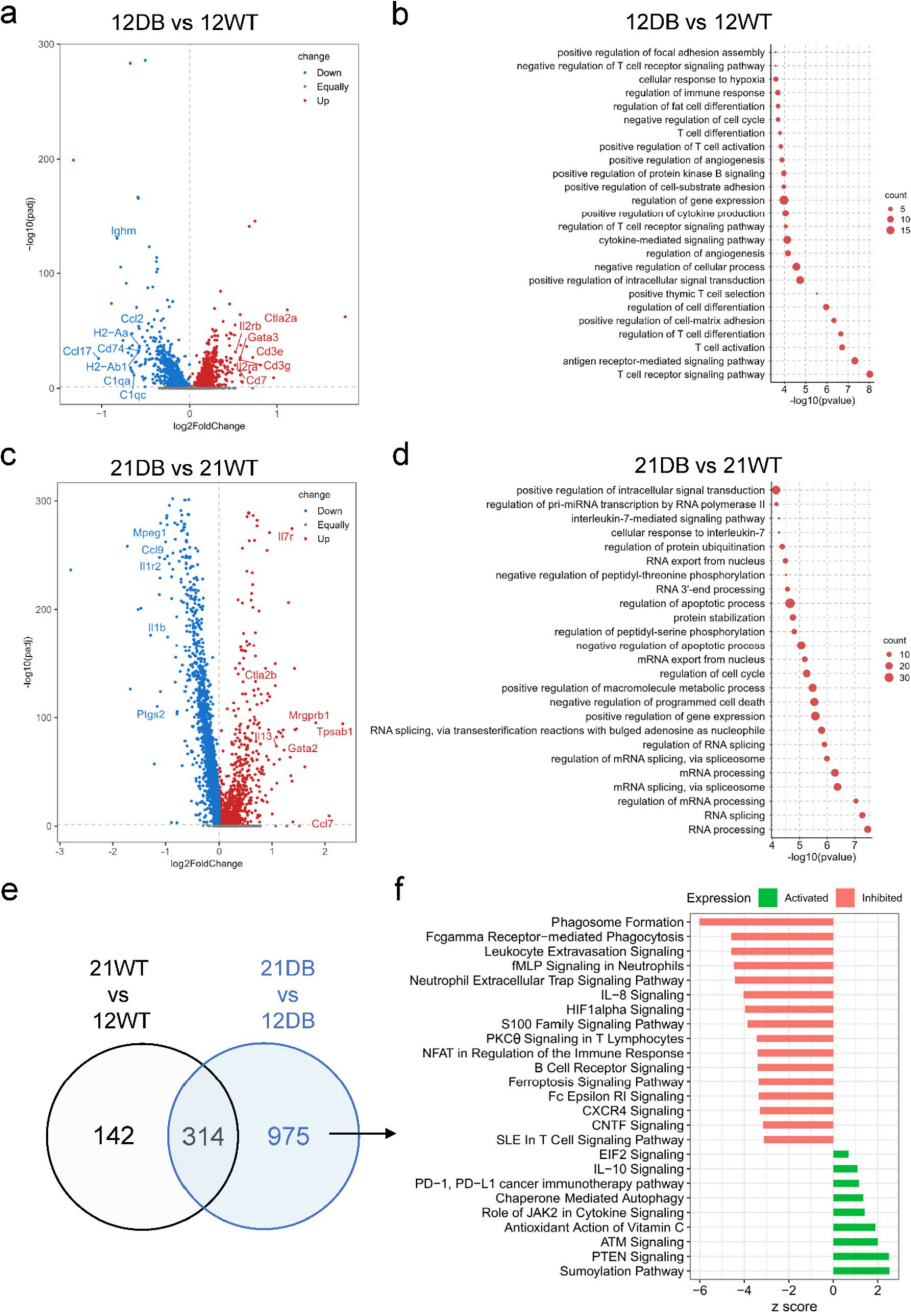
Gene expression and pathway analysis: **a** Volcano plot for the 12-week-DB vs 12-week-WT comparison showing − log10 (*p* value) and log2 fold changes for all transcripts. Those upregulated in 12-week-DB in red, downregulated in 12-week-DB in blue. Gray genes = no statistically significant change in expression. **b** Ingenuity Pathway Analysis (IPA) of upregulated genes from the 12-week-DB compared with 12-week-WT. **c)** Volcano plot for the 21-week-DB vs 21-week-WT comparison showing − log10 (*p* value) and fold changes for all transcripts. Those upregulated in 21-week-DB in red, downregulated in 21-week-DB in blue. Gray genes = no statistically significant change in expression. **d** Pathway analysis for transcripts upregulated in 21-week-DB compared with 21-week-WT. **e** Venn diagram showing the overlapping of the gene expression from the comparison of 12-week-WT vs 21-week-WT and 12-week-DB vs 21-week-DB. **f** Pathway analysis showing the activated or inhibited pathways represented by the 975 differentially expressed genes unique to DB mice

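In the 21-week libraries, all 13 genes named in the text or labelled in Fig. 2c for this comparison changed in the paper's direction over all immune cells. Ctla2b rose from 26.9 CPM in 21-week-WT to 127 CPM in 21-week-DB, a log2 ratio of 2.24 (2.16 to 2.32). Gata3 had a log2 ratio of 1.14 and Il13 of 1.82. The mast cell gene Tpsab1 rose most, from 22.4 to 224 CPM. Mpeg1 fell by 1.16 on the log2 scale, Ptgs2 by 0.67 and Il1b by 0.29. With every class at its WT weight, 7 of the 13 genes kept their direction, among them Ctla2b at 1.12, Tpsab1 at 0.88 and Mpeg1 at -0.40. The log2 ratio was reversed for others, at -0.21 for Gata3, -0.01 for Il13, 0.68 for Ptgs2 and 1.13 for Il1b. These reversals do not mean a rise in most classes. Il1b was lower in 21-week-DB in 7 of the 12 classes. In cDC2 it was higher, at 1858 CPM in 21-week-WT (871 cells) and 4310 CPM in 21-week-DB (237 cells). Within macrophages, monocyte-derived ones included, the log2 ratio was -0.75 for Ptgs2 and -0.12 for Il1b.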

Comparing 21-week-WT with 21-week-DB mice yielded a similar upregulation of T cell-related transcripts (e.g., *Ctla2b*, *Gata3*, *Il13*) and downregulation of proinflammatory innate immune responses (e.g., *Ptgs2*, *Il1b*, *Mpeg1*). However, comparison of 21-week-WT with 21-week-DB mice (Fig. 2c, d) revealed pathways related to RNA processing and gene expression. To further assess chronicity-associated shifts in gene expression in DB mice, we took the 1,289 genes differentially expressed between 12-week-DB and 21-week-DB mice and excluded 314 genes that were also differentially expressed in 12-week-WT versus 21-week-WT mice, resulting in 975 differentially expressed genes specific to DB mice (Fig. 2e, f). 

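The paper's list in Supplementary Table 4 holds 1289 genes for DB mice and 456 for WT mice, of which 314 are shared. Its genes were looked up here in the same contrasts of 21 with 12 weeks, on the scale of the paper's tool (log2 of the mean normalized count plus 1), without a test. Of the 975 genes that are in the DB list only, 969 were matched by symbol, and all 969 had the paper's direction in DB mice. In WT mice, 768 of these 969 genes changed in the same direction, and 29 of them by over 0.25 on this scale. The correlation across the genes between the paper's values and those found here was 0.995 (Pearson's r; genes are not independent replicates). The paper's list was made from the same libraries, so this is not independent evidence.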

Many pathways upregulated in 12-week-DB or 21-week-DB mice spanned multiple cell types. Notably, IL-10, PD-1/PD-L1, and autophagy-related pathways were upregulated in 21-week-DB mice, while phagocytosis, Fc receptor, and B-cell/T cell-related signaling were downregulated.

Since our analysis showed a large variation in cell type-specific genes without a clear indication of the cell types responsible, we carried out cluster-specific comparative pathway analysis (Fig. 3). In age-matched WT versus DB comparisons, all samples showed disproportionate upregulation of pathways within the macrophage cluster, with DB mice showing more upregulation compared to WT mice of the same age (Fig. 3a). However, analysis of genes related to classical or alternative macrophage activation was inconclusive, reaffirming the heterogeneity of tissue macrophages (Fig. 3b, c).

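Within macrophages, with monocyte-derived macrophages included, genes were ranked by their ratio among those with at least 100 CPM in the higher library and at least 50 UMIs in total. This rule was met by 1746 genes at 12 weeks and by 1659 genes at 21 weeks. The largest rises in 12-week-DB were those of Fxyd2, Lyz1, Clec4d, Ccl6 and Ecm1, led by Fxyd2 with 856 CPM in WT and 3517 CPM in DB. The largest falls were those of Ccl17, Ifi27l2a, Plac8, Itgax and Cd209d. In 21-week-DB, Mt2 rose from 44.5 to 432 CPM, followed by Mt1, Ctsk, Hpgd and Fkbp5. Retnla fell from 1488 CPM in 21-week-WT to 25.7 CPM in 21-week-DB, a log2 ratio of -5.86 (-6.00 to -5.72), followed by Plac8, H2-Ab1, Plbd1 and H2-Aa. As a difference of log2 mean normalized counts plus 1, the form the paper used, that of Retnla was -3.41. The median log2 ratio of all ranked genes was 0.05 at 12 weeks and 0.08 at 21 weeks.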

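Of the 24 genes read from the labels of Fig. 3b for classical activation, 9 were higher and 15 lower in macrophages of 12-week-DB than of 12-week-WT, with log2 ratios from -1.42 to 0.34. At 21 weeks, 11 were higher and 13 lower, with a median log2 ratio of -0.03. Of the 30 genes of Fig. 3c for alternative activation, 9 were higher and 21 lower in DB at each age, with a median log2 ratio of -0.18 at 12 weeks and -0.24 at 21 weeks. No test was run on these lists, which were read from the figure after the main analysis was planned.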

**Fig. 3:**
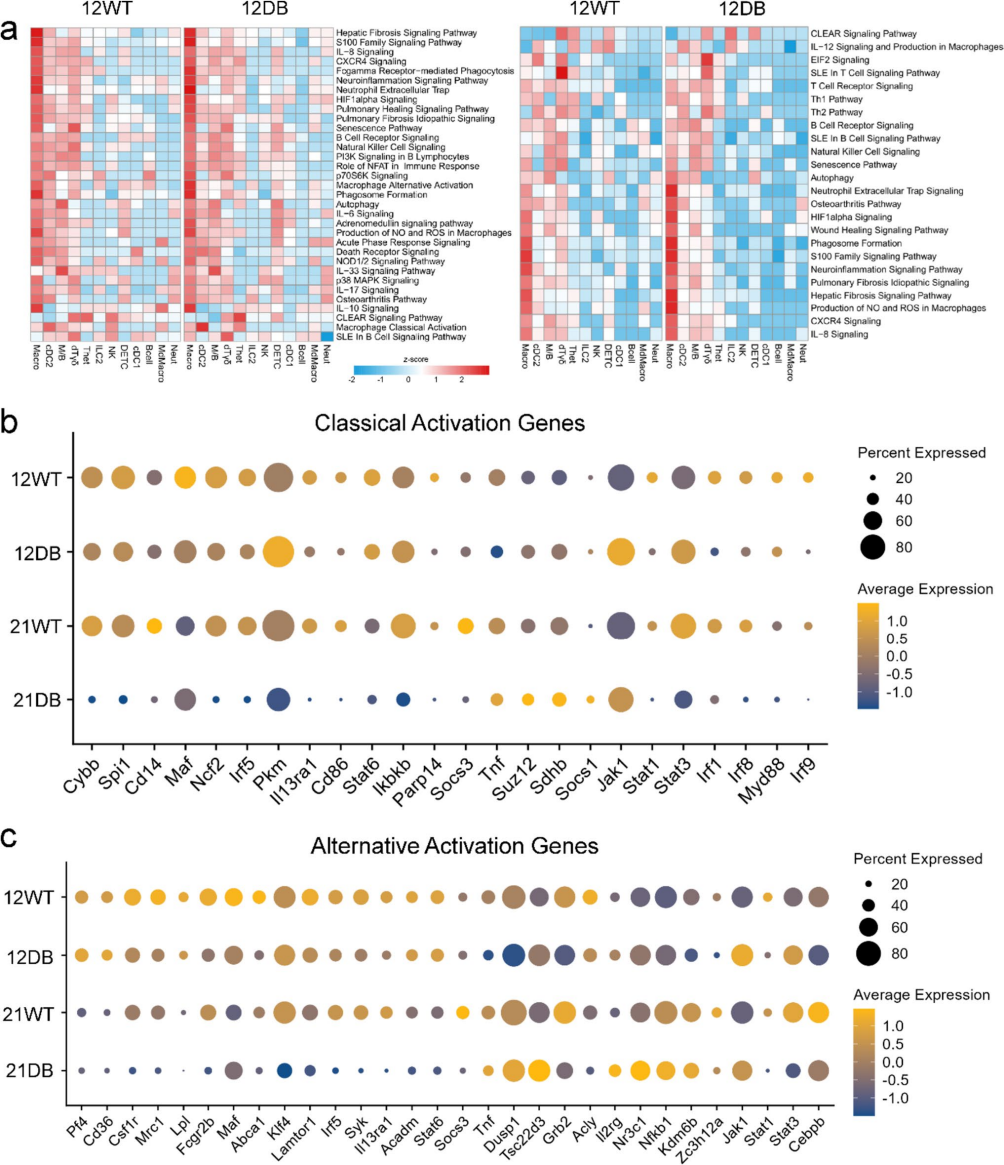
Comparative pathway analysis by cell type. **a** Heatmap showing comparative immune-specific pathway analysis for all cell types from 12-week-WT and 12-week-DB (left) and 21-week-WT and 21-week-DB (right) samples. **b** Dot plot showing the expression of macrophage classical activation and **c** macrophage alternative activation signaling genes

### Cell–cell communication shows dysregulation of multiple signaling pathways

To generate more insight into the potential dysregulation of immune cell signaling in DB versus WT mice, we undertook an analysis of inferred signaling between the 12 leukocyte clusters across both timepoints (Supplementary Fig. 2). TGFβ is a pleiotropic cytokine with roles in adult tissue homeostasis and fibrosis [36]. In DB mice at 12 and 21 weeks of age, we observed a loss of B-cell-derived TGFβ signaling to macrophages, accompanied by a loss of monocyte-derived macrophage signaling to Type 2 innate lymphoid cells and heterogeneous T cells (Fig. 4a). 

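Signalling strengths inferred by CellChat were not computed here, and the counts of the ligand and receptor genes are given in their place. In B cells, Tgfb1 was at 423 CPM in 12-week-WT (387 to 462; 325 cells), 334 CPM in 12-week-DB (271 to 408; 99 cells), 385 CPM in 21-week-WT (344 to 430; 200 cells) and 134 CPM in 21-week-DB (87.3 to 196), the last from 26 UMIs in 45 cells. Monocyte-derived macrophages had 424 CPM of Tgfb1 in 12-week-WT (368 to 487), which overlapped with the interval of 345 to 471 CPM in 12-week-DB. At 21 weeks they had 368 CPM in WT (328 to 412) and 231 CPM in DB (183 to 288). The lower level was not specific to these cells, since Tgfb1 was lower in 21-week-DB than in 21-week-WT in all 12 classes, and in 9 of the 12 at 12 weeks. The receptor gene Tgfbr2 in macrophages was at 218 CPM in 12-week-WT, 180 in 12-week-DB, 170 in 21-week-WT and 148 in 21-week-DB. The receptor gene Tgfbr1 was at 74.7, 54.8, 79.7 and 87.6 CPM in the same order. It was thus not lower in DB at 21 weeks, where its intervals overlapped (76.1 to 83.3 in WT and 82.9 to 92.4 in DB). B cells were 6.74% of immune cells in 12-week-WT, 1.65% in 12-week-DB, 3.12% in 21-week-WT and 0.573% in 21-week-DB.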

At 12 weeks of age, we also saw an emergence of signaling related to the proinflammatory cytokine interleukin-1 (IL-1). 

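In cDC1, Il1b was at 135 CPM in 12-week-WT (119 to 154; 139 cells) and 877 CPM in 12-week-DB (827 to 930; 107 cells). The class pooled an Xcr1-led and a Cd207-led cluster in different mixtures, with 103 and 36 cells in 12-week-WT and 67 and 40 cells in 12-week-DB. Il1a was near the limit of detection in cDC1, with 2 UMIs in 12-week-WT and 4 UMIs in 12-week-DB. Neutrophils had more of both genes in 12-week-DB. Their Il1b was at 4095 CPM in 12-week-WT (121 cells) and 9090 CPM in 12-week-DB (112 cells). Their Il1a had 2 and 202 UMIs. The receptor gene Il1r1 was at 102 CPM in dermal γδ T cells of 12-week-WT and 101 CPM in those of 12-week-DB. It was far lower in the other receiving classes, with 2 and 3 UMIs in NK cells, 12 and 11 UMIs in ILC2, and 7 and 15 UMIs in heterogeneous T cells of 12-week-WT and 12-week-DB.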

Signaling from Type 1 classical dendritic cells to T cell-related clusters (natural killer cells, Type 2 innate lymphoid cells, heterogeneous T cells, and delta-gamma T cells) was detected in DB but not WT mice (Fig. 4b). There was also a notable absence of dendritic epidermal T cell-derived interleukin-4 (IL-4) signaling in 12-week-old DB mice, though Type 2 innate lymphoid cell-derived IL-4 signaling was retained (Fig. 4c). 

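No UMI of Il4 was counted in the 108 dendritic epidermal T cells of 12-week-WT, which allows up to 5.15 CPM, and 1 UMI was counted in the 483 of 12-week-DB, or 0.425 CPM (0.0108 to 2.37). A difference in Il4 between these cells was not detectable at this depth. ILC2 had 24 UMIs of Il4 in 12-week-WT, or 10.1 CPM (6.47 to 15.0), and 40 UMIs in 12-week-DB, or 7.59 CPM (5.42 to 10.3). Il13, whose receptor shares the Il4ra chain, was at 129 CPM in dendritic epidermal T cells of 12-week-WT (101 to 161) and 85.0 CPM in those of 12-week-DB (73.6 to 97.6).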

Neutrophil-derived complement signaling was also undetectable in 12-week-old DB mice (Fig. 4d). 

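Neutrophils of 12-week-WT had 81 UMIs of the complement gene C3 in 121 cells, or 161 CPM (128 to 201), and those of 12-week-DB had 41 UMIs in 112 cells, or 130 CPM (93.5 to 177), so that the intervals overlapped. No UMI of Hc, which encodes C5, was counted in either library, which allows up to 5.98 CPM in 12-week-WT and 9.53 CPM in 12-week-DB. The receptor genes C3ar1 and Itgam were at 498 and 395 CPM in macrophages of 12-week-WT and at 469 and 456 CPM in those of 12-week-DB.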

Finally, in 21-week-old DB mice, there was an emergence of macrophage-derived signaling via APRIL (“a proliferation-inducing ligand;” Fig. 4e) and galectin (Fig. 4f) signaling. Collectively, this indicates profound dysregulation of innate and adaptive immune cell signaling networks in DB skin at both ages tested.

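The APRIL gene Tnfsf13 was at 25.0 CPM in macrophages of 21-week-WT (23.1 to 27.1) and 48.6 CPM in those of 21-week-DB (45.1 to 52.2), against 16.1 and 24.1 CPM in 12-week-WT and 12-week-DB. The galectin-9 gene Lgals9 was lower in macrophages of 21-week-DB, at 48.5 CPM (45.1 to 52.1), than in those of 21-week-WT, at 90.6 CPM (86.8 to 94.5), as it was in all 12 classes. Of the genes for galectin-9 receptors, Cd44 in heterogeneous T cells was at 1002 CPM in 21-week-WT and 402 CPM in 21-week-DB, and Ptprc was at 1141 and 998 CPM.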

**Fig. 4:**
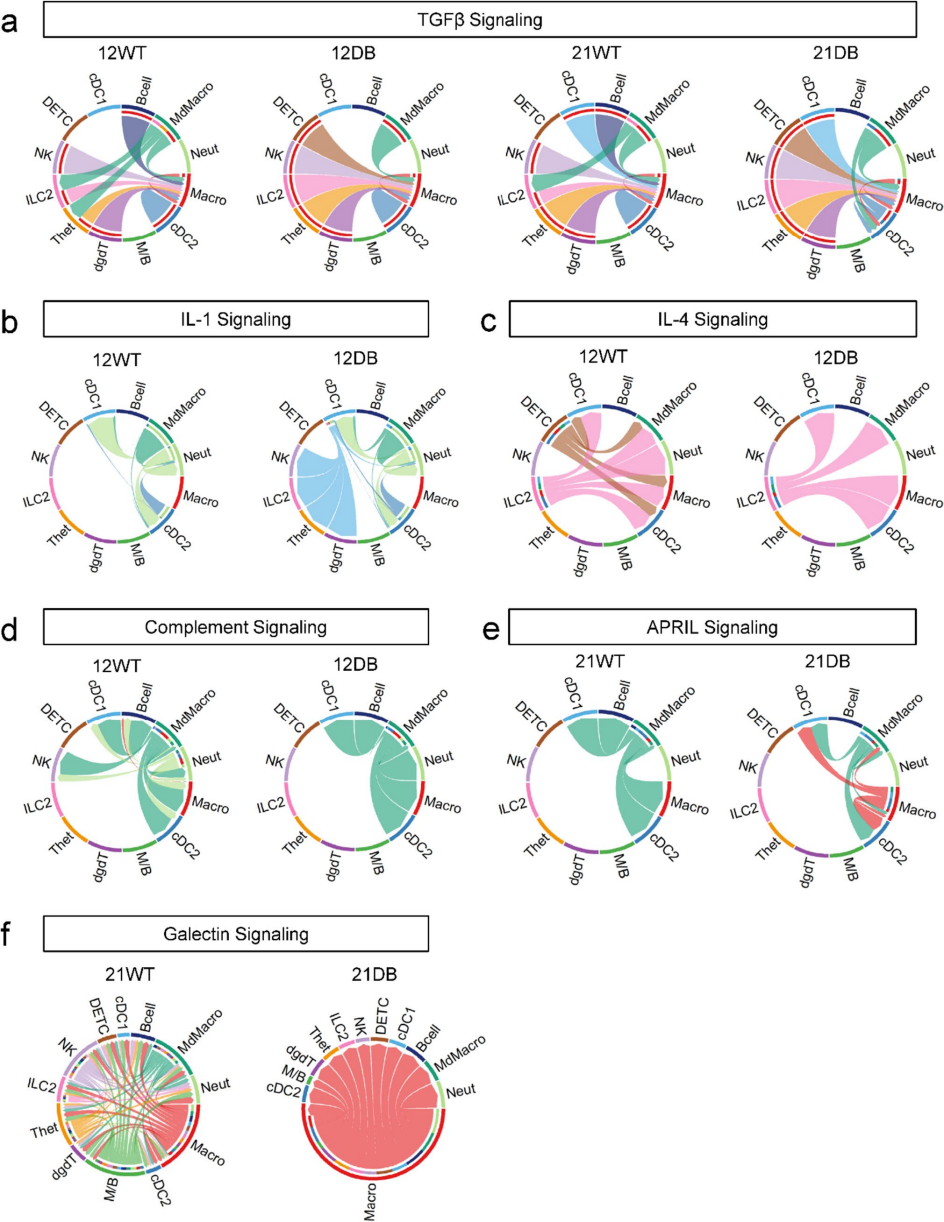
Cell-to-cell communication **a** Chord diagram showing the network of TGFβ signaling in 12-week-WT, 12-week-DB, 21-week-WT, and 21-week-DB. **b** IL-1 signaling in 12-week-WT and 12-week-DB. **c** IL-4 signaling in 12-week-WT and 12-week-DB. **d** Complement signaling in 12-week-WT and 12-week-DB. **e** APRIL signaling in 21-week-WT and 21-week-DB, and **f** galectin signaling in 21-week-WT and 21-week-DB

### Role of macrophages in T2DM

Because of the disproportionate transcriptional upregulation of macrophages (Fig. 3a) and bidirectional changes in macrophage signaling associated with several key cytokines (Fig. 4), we next carried out unsupervised sub-clustering of the macrophage cluster. Unsupervised sub-clustering of macrophages revealed seven distinct clusters based on the expression of markers not consistent with known macrophage populations (Fig. 5a, b and Supplementary Table 5). 

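The 8489 macrophages, monocyte-derived macrophages included, gave 9 sub-clusters at a resolution of 0.4, 6 at a resolution of 0.2 and 12 at a resolution of 0.6. The number of sub-clusters therefore depended on this setting.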

To determine shifts in macrophage gene expression associated with chronicity of diabetes, we identified the 623 differentially expressed genes that were unique to DB mice (Fig. 5c). 

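Supplementary Table 6 lists 905 genes for macrophages of DB mice and 603 for those of WT mice, with 282 in common and 623 in the DB list only. In macrophages without the monocyte-derived class, 621 of these 623 genes were matched, all in the paper's direction between 21-week-DB and 12-week-DB. In WT macrophages, 466 of them had the same direction, and 19 did so by over 0.25 on the paper's scale. With monocyte-derived macrophages included, Il1b rose with age in both, from 112 to 603 CPM in WT and from 82.6 to 555 CPM in DB. Cxcl2 rose from 485 to 3018 CPM in DB, and Retnla fell from 850 to 25.7 CPM. Age cannot be told apart here from other differences between libraries. Over all barcodes, Hspa1a, a heat-shock gene, was at 1881, 1527, 2537 and 2703 CPM in 12-week-WT, 12-week-DB, 21-week-WT and 21-week-DB. Hbb-bs was at 88.6, 17.9, 0.187 and 0.109 CPM. Fos and Jun were not higher in 21-week-WT than in 12-week-WT, but were higher in 21-week-DB than in 12-week-DB.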

Pathway analysis of these genes (Fig. 5d and Supplementary Table 6) showed shifts in similar pathways compared to the comparison made across all cells (Figs. 2f and 5d), including downregulation of N-formyl-methionyl-leucyl-phenylalanine signaling in neutrophils, phagocytosis-related pathways, Fc receptor signaling and upregulation of IL-10, and phosphatase and tensin homolog (PTEN) signaling.

**Fig. 5:**
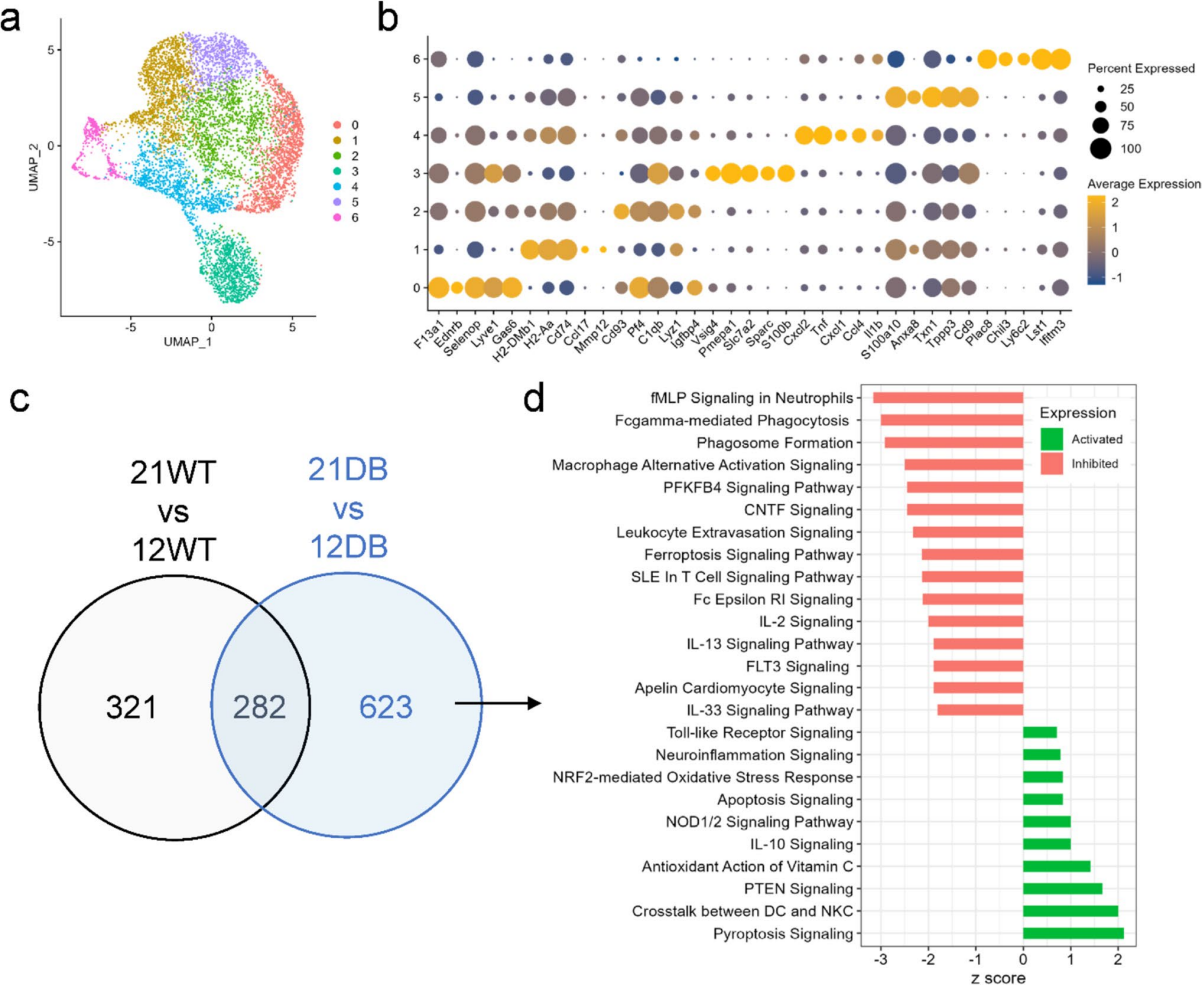
Macrophage sub-clustering analysis. **a** UMAP plot of all 7699 macrophages grouped into 7 sub-clusters. **b** Dot plot showing the top five gene markers from each cluster. **c** Venn diagram showing the overlap of differentially expressed genes from 21-week-WT vs 12-week-WT and 21-week-DB vs 12-week-DB macrophages. **d** The pathway analysis of 623 genes unique to DB showing the activated or inhibited pathways from the 21-week-DB as compared to 12-week-DB

### Lyve1 and MHCII cluster classification

A new classification system for resident tissue macrophages based on Lyve1 and MHCII expression was recently proposed [37, 38]. 

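Lyve1 (ENSMUSG00000030787) lies on chromosome 7 of GRCm38 from 110850607 to 110863239, on the minus strand. A macrophage was called Lyve1+ when at least 1 UMI of the gene was counted. In 3 of the 9 sub-clusters found here, most cells were Lyve1+, and these held 2898 of the 4225 Lyve1+ macrophages, or 68.6%. The Lyve1+ share ranged from 9.09% to 95.4% over the sub-clusters. The share of macrophages that were Lyve1+ was 55.0% in 12-week-WT (52.8 to 57.1), 46.9% in 12-week-DB (44.9 to 48.9), 41.6% in 21-week-WT (39.6 to 43.6) and 59.0% in 21-week-DB (56.6 to 61.4). Median depth was 9042.5, 10042, 9785.5 and 8931.5 UMIs per macrophage. In heterogeneous T cells, which should lack the gene, 7.29%, 4.79%, 4.61% and 1.75% of cells had a UMI of Lyve1, at median depths of 4572, 4182, 4623.5 and 4156 UMIs. With every cell thinned to 2000 UMIs, the macrophage shares were 45.2%, 35.5%, 35.5% and 48.2%, after 66, 59, 109 and 57 shallower macrophages were left out, and the T cell shares were 2.76%, 1.91%, 1.87% and 0.837%.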

Our dataset shows that expression of Lyve1 is clearly delineated, with Lyve1 predominantly expressed in macrophage clusters 0 and 3 (Fig. 6a), and Lyve1^+^ cells representing 40–60% of the total macrophage population, depending on age/genotype (Fig. 6b). Interestingly, 12-week-DB mice had a slightly lower proportion of Lyve1^+^ macrophages than 12-week-WT mice, whereas 21-week-DB mice had approximately 50% more Lyve1^+^ macrophages than 21-week-WT. 

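The Lyve1+ share was lower in 12-week-DB than in 12-week-WT by a difference of -8.08 percentage points (-11.0 to -5.13). At 21 weeks it was higher in DB by 17.4 points (14.2 to 20.5), a DB/WT ratio of 1.42. The level of Lyve1 over the same macrophages was lower in DB at both ages, with 1046 and 886 CPM at 12 weeks and 1212 and 925 CPM at 21 weeks in WT and DB, a log2 ratio of -0.39 (-0.42 to -0.36) at 21 weeks. Folr2, Mrc1 and Stab1 were also lower in 21-week-DB, with log2 ratios of -0.38, -0.45 and -0.18. Both differences in share exceeded counting error, and neither could be set against differences between mice, because each condition had 1 library. Without integration of the libraries, the setting that moved the result most, the 21-week difference was 0.205 points. Under that setting, 23.3% of the cells of 21-week-WT and 10.1% of those of 21-week-DB were in clusters that could not be named, against 3.33% and 2.21% in the main analysis. In the main analysis, Lyve1+ macrophages were 15.2% of all immune cells in 21-week-WT and 12.3% in 21-week-DB. This denominator was chosen after the result was seen.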

Pathway analysis of Lyve1^+^ vs Lyve1^−^ macrophages showed that Lyve1 expression was associated with expression of genes related to mobility and vascular development, while Lyve1^−^ macrophages were more dedicated to immune cell function (Fig. 6c). This is consistent with the findings of Krasniewski et al. and Chakarov et al., which suggest Lyve1^+^ macrophages are M2-like and Lyve1^−^ macrophages are M1-like. This is further supported by the gene expression profile (Fig. 6d, e and Supplementary Table 7) which shows that Lyve1^−^ macrophages express transcripts for antigen presentation (*H2-Eb1, H2DMb1, H2-Ab1, CD74*), and Lyve1^+^ macrophages express transcripts related to angiogenesis (*Ang, Stab1, Cfh, Hspb1*), a distinction also noted by Krasniewski et al. [37].

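For each library, counts were summed over its Lyve1+ and over its Lyve1- macrophages, and the 8 sums were compared with edgeR's quasi-likelihood test with the library as a block, so that the 4 libraries formed 4 pairs. Of 12399 genes tested, Lyve1 itself left out, 2121 were higher and 2407 lower in Lyve1+ macrophages at a Benjamini-Hochberg adjusted p under 0.05. Without the library block the counts were 957 and 720, and with 12-week-WT left out they were 1541 and 1428. Among called genes with a mean of at least 50 CPM and 1 direction in all 4 libraries, Vsig4 had the largest rise, with 693 ± 224 CPM in Lyve1+ and 35.2 ± 36.6 CPM in Lyve1- macrophages (SD, n = 4 libraries), a log2 fold change of 4.69 (standard error 0.522; adjusted p = 0.000443 from edgeR's quasi-likelihood test). Folr2, Ednrb, Sparc and Ltc4s came next. Thbs1 had the largest fall, with a log2 fold change of -4.53 (standard error 0.613; adjusted p = 0.00107 from the same edgeR test), followed by Chil3, Ly6c2, Plac8 and Ptgs2. The pathway analysis was not repeated here.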

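In the same test, H2-Ab1 (ENSMUSG00000073421, chromosome 17 of GRCm38 from 34257689 to 34269419) was at 731 ± 470 CPM in Lyve1+ and 2856 ± 1564 CPM in Lyve1- macrophages (SD, n = 4 libraries), a log2 fold change of -2.37 (standard error 0.293; adjusted p = 0.000708 from edgeR's quasi-likelihood test). H2-Eb1, H2-DMb1 and Cd74 were also lower in Lyve1+ macrophages of all 4 libraries, with log2 fold changes from -2.58 to -2.38. Without the library block, none of these 4 genes passed the threshold, with H2-Ab1 at -2.12. Stab1 was higher in Lyve1+ macrophages, with a log2 fold change of 1.98 (standard error 0.225; adjusted p = 0.000476 in the edgeR test), as was Ang at 1.18, each in all 4 libraries. Hspb1 was higher in 3 of the 4 libraries, and its log2 fold change of 0.38 (standard error 0.272) did not pass the threshold (adjusted p = 0.31 from the edgeR test). Of the alternatives run, it passed only with 12-week-DB left out, at a log2 fold change of 0.78. Mrc1, labelled in Fig. 6, had a log2 fold change of 0.90.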

**Fig. 6:**
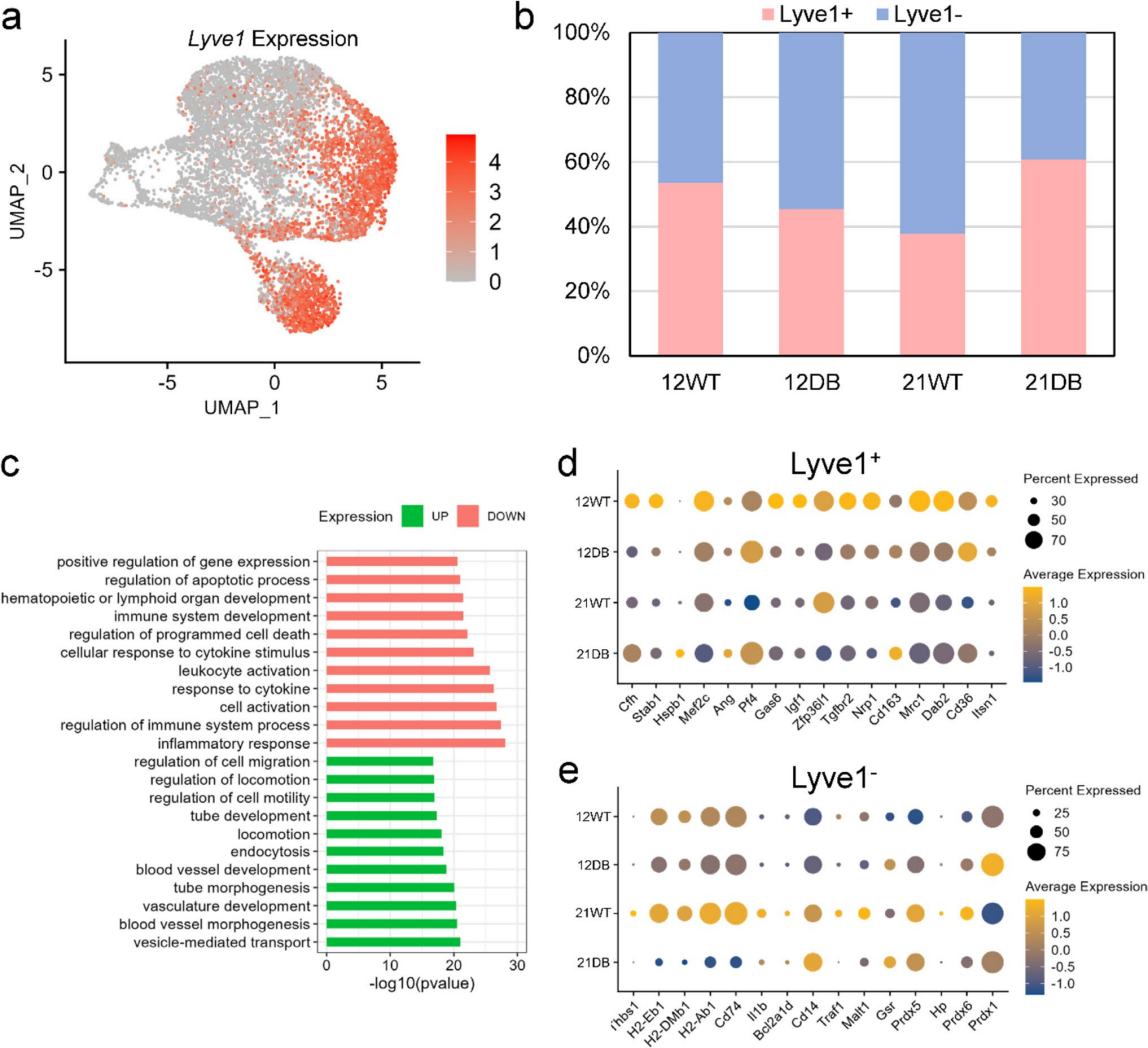
Analysis of Lyve1^+^ and Lyve1^−^ macrophage sub-populations: **a** UMAP plot showing Lyve1 expression across macrophage sub-clusters. **b** Bar plot showing the relative proportion of Lyve1^+^ and Lyve1^−^ cells across samples. **c** GO biological process enrichment analysis of upregulated and downregulated genes from Lyve1^+^ vs Lyve1^−^ macrophages. **d** Dot plot showing the expression pattern of Lyve1^+^ and **e** Lyve1^−^-specific genes across the samples

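A macrophage was called MHCIIhi when its H2-Ab1 value, as the natural log of counts per 10000 plus 1, was at least 2, and MHCIIlo otherwise. In 12-week-WT, 249 macrophages were Lyve1+ MHCIIhi, 910 Lyve1+ MHCIIlo, 669 Lyve1- MHCIIhi and 280 Lyve1- MHCIIlo, of 2108 in all. The other libraries held 2403 macrophages in 12-week-DB, 2346 in 21-week-WT and 1632 in 21-week-DB.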

Layering MHCII expression onto the expression of Lyve1 permitted formation of four sub-populations [37]: Lyve1^+^ MHCII^hi^, Lyve1^+^ MHCII^lo^, Lyve1^−^ MHCII^hi^, and Lyve1^−^ MHCII^lo^ (Fig. 7a, b). This categorization revealed an increase in the relative proportion of Lyve1^+^ MHCII^lo^ macrophages that was unique to 21-week-DB mice. In addition, the numbers of Lyve1^+^ MHCII^hi^ and Lyve1^−^ MHCII^hi^ cells declined in 21-week-DB mice. This suggests a transition to an anti-inflammatory/angiogenic M2-like phenotype in 21-week-DB mice, whereas WT mice remain relatively stable in this regard as they age (Fig. 7b, c). 

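The Lyve1+ MHCIIlo share of macrophages was 37.2% in 12-week-DB (35.2 to 39.1), 29.3% in 21-week-WT (27.5 to 31.2) and 57.5% in 21-week-DB (55.1 to 60.0), against 43.2% in 12-week-WT (41.0 to 45.3). The DB minus WT difference was -6.01 points at 12 weeks (-8.90 to -3.11) and 28.2 points at 21 weeks (25.1 to 31.2). Thinned to 2000 UMIs per cell, the 21-week difference was 19.9 points, and without integration it was 15.4 points, the lowest value of any setting run. These are shares of macrophages, so a loss of MHCIIhi macrophages raises them. Lyve1+ MHCIIlo macrophages numbered 688 among 6401 immune cells in 21-week-WT and 939 among 7858 in 21-week-DB. At 12 weeks they numbered 910 among 4820 in WT and 893 among 5986 in DB. Over all immune cells the 21-week difference was thus far smaller.

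**Figure D2:**
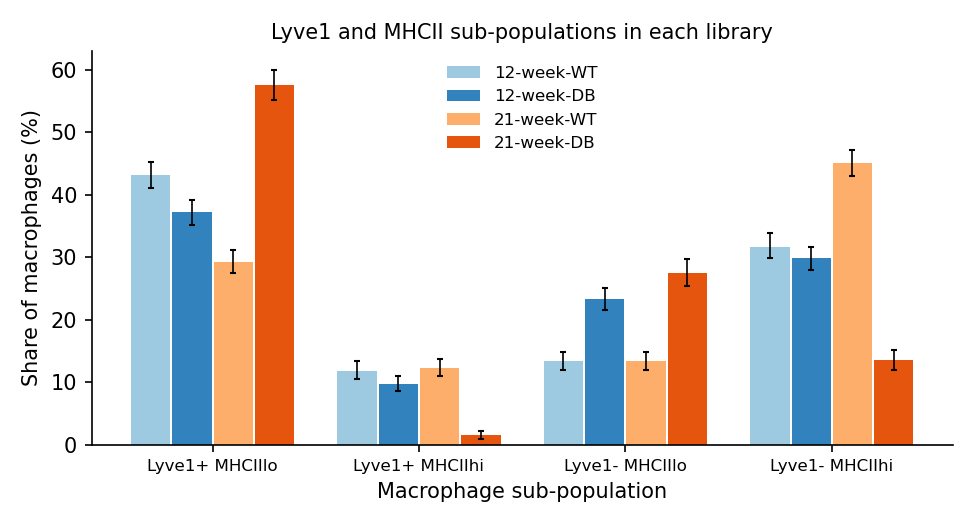
Share of macrophages (%, vertical axis) in each sub-population defined by Lyve1 and H2-Ab1 counts (horizontal axis) in the 4 libraries, with exact 95% binomial intervals for counting error only. Lyve1+ MHCIIlo cells were 57.5% in 21-week-DB, above the other 3 libraries.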

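Lyve1+ MHCIIhi macrophages numbered 288 in 21-week-WT, or 12.3% of macrophages (11.0 to 13.7), and 24 in 21-week-DB, or 1.47% (0.944 to 2.18). Lyve1- MHCIIhi macrophages numbered 1057 in 21-week-WT, or 45.1% (43.0 to 47.1), and 220 in 21-week-DB, or 13.5% (11.9 to 15.2). The Lyve1- MHCIIlo share was higher in DB, at 13.3% in 21-week-WT and 27.5% in 21-week-DB.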

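Between 12 and 21 weeks in WT, the shares of Lyve1+ MHCIIlo and Lyve1- MHCIIhi macrophages moved in opposite directions by more than their counting error, the former downward and the latter upward from 31.7% (29.8 to 33.8) at 12 weeks. The Lyve1+ MHCIIhi share of WT was 11.8% (10.5 to 13.3) at 12 weeks, within counting error of its value at 21 weeks. From the higher proportion of Lyve1+ MHCIIlo cells in 21-week-DB and the decline of MHCIIhi cells, the paper proposes a shift to an anti-inflammatory, angiogenic M2-like phenotype.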

Pathway enrichment for each sub-population showed distinct expression profiles. Lyve1^+^ MHCII^hi^ macrophages showed elevated expression of immune activation/inflammatory response genes; Lyve1^−^ MHCII^hi^ cells increased the expression of genes related to cytokine responses and lymphocyte activation; Lyve1^−^ MHCII^lo^ cells showed elevated expression of genes related to recognition of foreign organisms, and Lyve1^+^ MHCII^Lo^ cells expressed transcripts related to endocytosis and vascular development (Fig. 7d).

**Fig. 7:**
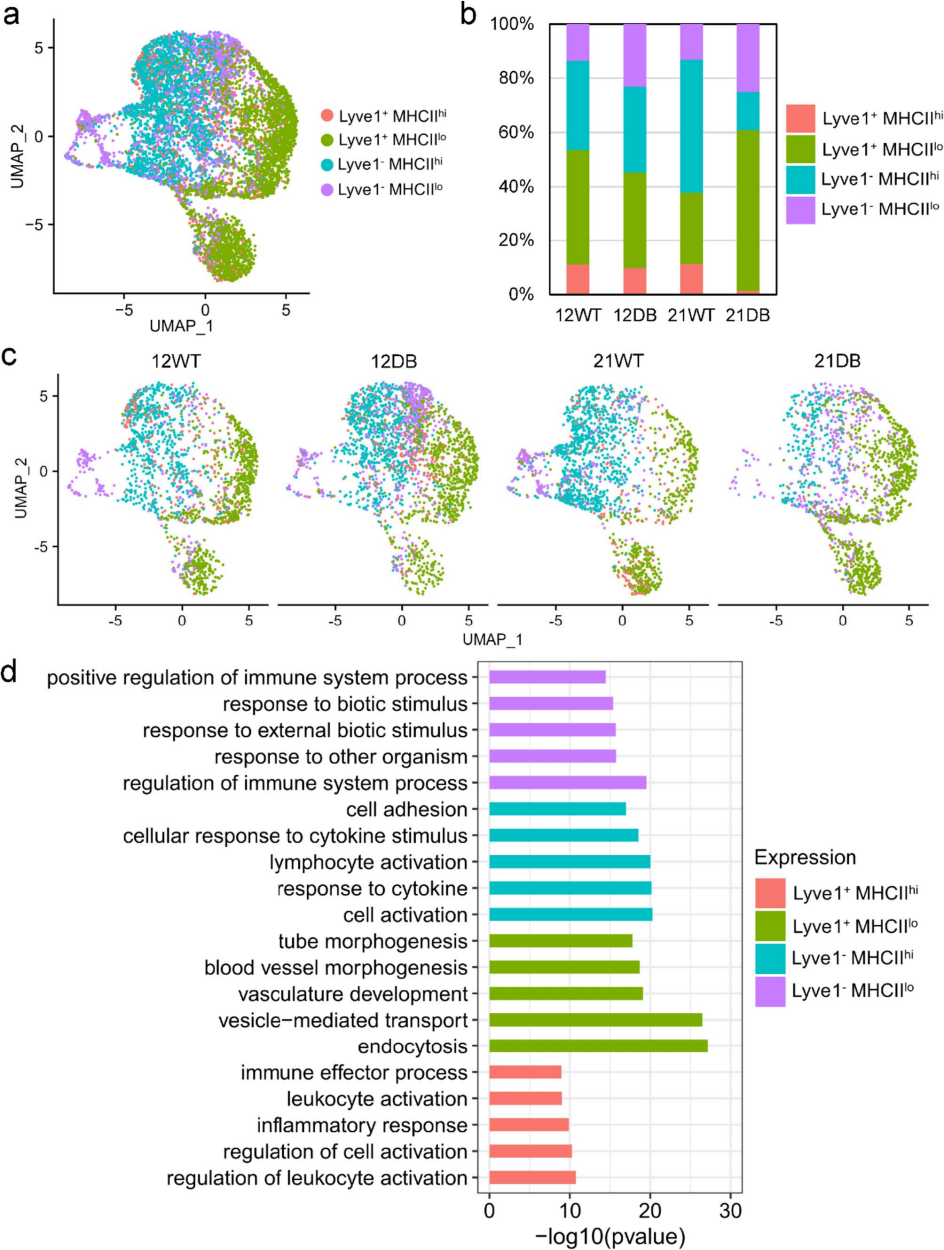
Classification of macrophages into four sub-groups based on Lyve1 and MHCII expression. **a** UMAP projection showing the classification of macrophages based on the expression of Lyve1 and MHCII: Lyve1^+^/MHCII^hi^, Lyve1^+^/MHCII^lo^, Lyve1^−^/MHCII^hi^, and Lyve1^−^/MHCII^lo^. **b** Bar plot showing the relative proportion of the four sub-groups across the samples. **c** UMAP projection of four sub-groups for each sample. **d** GO biological process analysis of differentially expressed genes for each group

### Histological characterization of DB mouse hindpaws

To better understand the distribution of Lyve1^+^ and MHCII^hi^ macrophages within the hindpaw, DB and WT tissues were stained with CD68/Iba1 and co-stained with Lyve1 (Fig. 8a, b) or MHCII (Fig. 8c, d) antibodies. Quantification of CD68/Iba1 immunofluorescence identified a significant increase in macrophage density in the hypodermis of 12-week-DB and 21-week-DB mice compared to their WT counterparts (Fig. 8e). This increase in macrophages was mirrored by a corresponding increase in the correlation between Lyve1 and CD68/Iba1 signal (Fig. 8f), consistent with the emergence of Lyve1^+^ macrophages in DB mice. However, there was no significant change in correlation between MHCII and CD68/Iba1 (Fig. 8g).

**Fig. 8:**
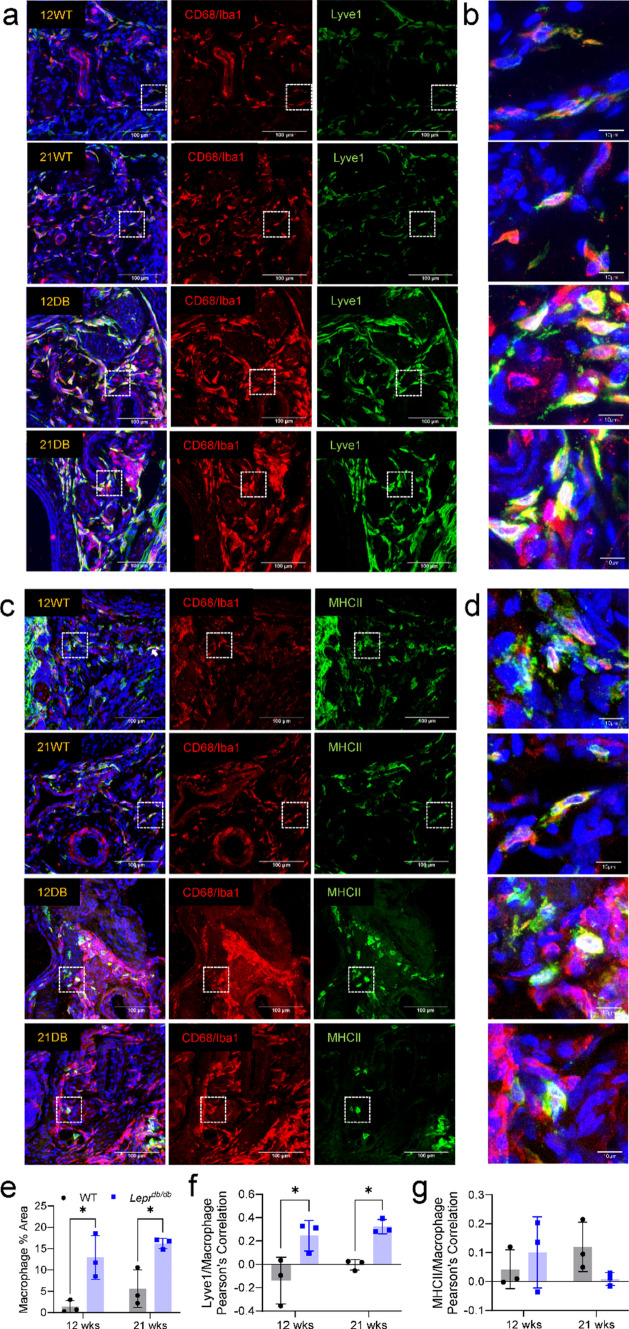
Histological analysis of Lyve1^+^ macrophages in the hindpaws of 12- and 21-week-old aged WT and DB mice. Representative images of CD68/Iba1^+^ macrophages co-stained with **a, b** Lyve1 or **c, d** MHCII antibodies from the hindpaws of 12-week-WT, 21-week-WT, 12-week-DB, and 21-week-DB mice (*n* = 3; dotted white boxes = areas magnified in **b** and** d**. **e** Percent area quantifications for CD68/Iba1^+^ showed a significant increase in macrophage density in DB mice compared to WT groups. **f** This increase in macrophage density corresponded to a significant increase in Pearson’s correlation between CD68/Iba1^+^ signal and Lyve1^+^ signal for 12-week-DB and 21-week-DB mice compared to WT mice. **g** Quantification of MHCII stains showed no significant changes in Pearson’s correlation with CD68/Iba1^+^ signal. *p < 0.05: **p < 0.01. Data are mean ± SD (*n* = 3)

From an additional series of colocalization stains, we were able to detect a significant increase in the density of Lyve1^+^ cells in DB mice, which positively correlated with CD206. However, it should also be noted that despite Lyve1 having a somewhat negative correlation with CD68 alone, there was a significant increase in the correlation between CD68 and Lyve1 signals in 12- and 21-week-DB mice as compared to 12-week-WT mice (Fig. 9a–e). In contrast, there was only a moderate non-significant decrease in the percent area for MHCII^+^ cells in 12- and 21-week-DB hindpaws compared to the other groups (Fig. 9f–h), and MHCII had a negative correlation with both CD206 and CD68 (Fig. 9i, j). Alongside quantification and characterization for macrophages, we also determined whether an increase in T cell density was detectable, as the sequencing data suggested (Fig. 2). Immunofluorescent staining of CD3^+^ cells revealed a moderate but non-significant increase in small clusters of T cells within the dermis, suggesting a relatively small area of distribution (Supplemental Fig. 3).

**Fig. 9:**
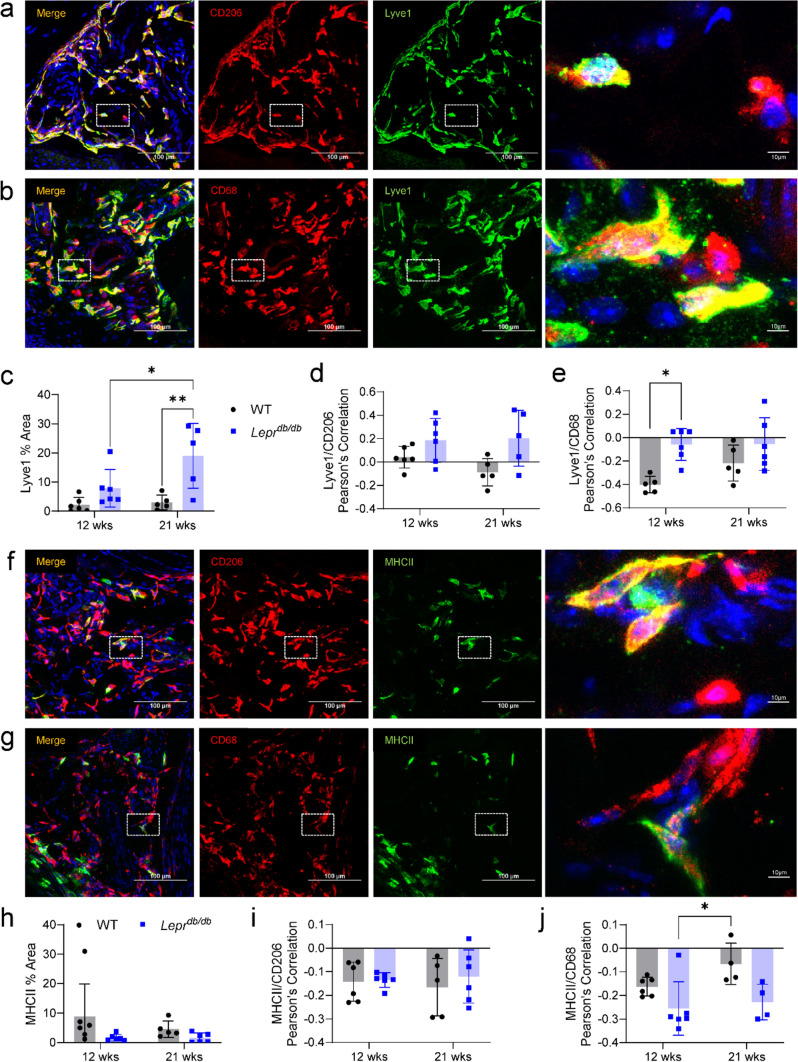
Histological characterization of Lyve1^+^ and MHCII^hi^ macrophages. **a** Representative image of Lyve1 and CD206 colocalization (white dotted box = the area magnified in the right-most image on each row). **b** Representative image of Lyve1 and CD68 colocalization. **c** Quantification of Lyve1^+^ percent area from co-staining with CD206 shows a significant increase in the percent area of Lyve1 in 21-week-DB mice as compared to all other groups. Pearson’s correlation for Lyve1 with **d** CD206 and **e** CD68 revealed a positive correlation between Lyve1 and CD206 and a significant increase in the correlation between Lyve1 and CD68 in the 12- and 21-week-DB mice as compared to 12-week-WT mice. **f** Representative image of MHCII and CD206 colocalization. **g** Representative image of MHCII and CD68 colocalization. **h** Quantification of MHCII percent area from co-staining with CD206 shows no significant differences between groups. Pearson’s correlations for MHCII with both **i** CD206 and **j** CD68 revealed a negative correlation between MHCII and CD206 and between MHCII and CD68, although there was a significantly higher colocalization between MHCII and CD68 within 21-week-WT mice as compared to 12-week-DB mice. *p < 0.05: **p < 0.01. Data are mean ± SD (*n* = 4–6)

In addition to verifying the Lyve1^+^ population as primarily CD206^+^, we also explored the extent to which the Lyve1^+^ or MHCII^+^ population showed close proximity to nerves or blood vessels, since it has been previously reported that both Lyve1^+^ and MHCII^hi^ macrophages are often in close proximity to CD31^+^ blood vessels and TUBB3^+^ nerves [37]. To this end, Lyve1 and MHCII were co-stained alongside PGP9.5 and CD31 to highlight nerves and endothelial cells, respectively. Lyve1^+^ cells reside predominantly in the deeper portions of the dermis, away from the nerve plexus which underlies the epidermis (Fig. 10a), while MHCII^hi^ cells have a strong association with the nerve plexus (Fig. 10b). In addition, we were able to identify Lyve1^+^ and MHCII^+^ cells adjacent to both large and small vessels of the foot (Fig. 10c, d). It should also be noted that we found a distinct population of MHCII^+^ cells in the superficial epidermis, (most likely epidermal Langerhans cells), and that this population also displayed a close association with intraepidermal nerve fibers (Fig. 10a).

**Fig. 10:**
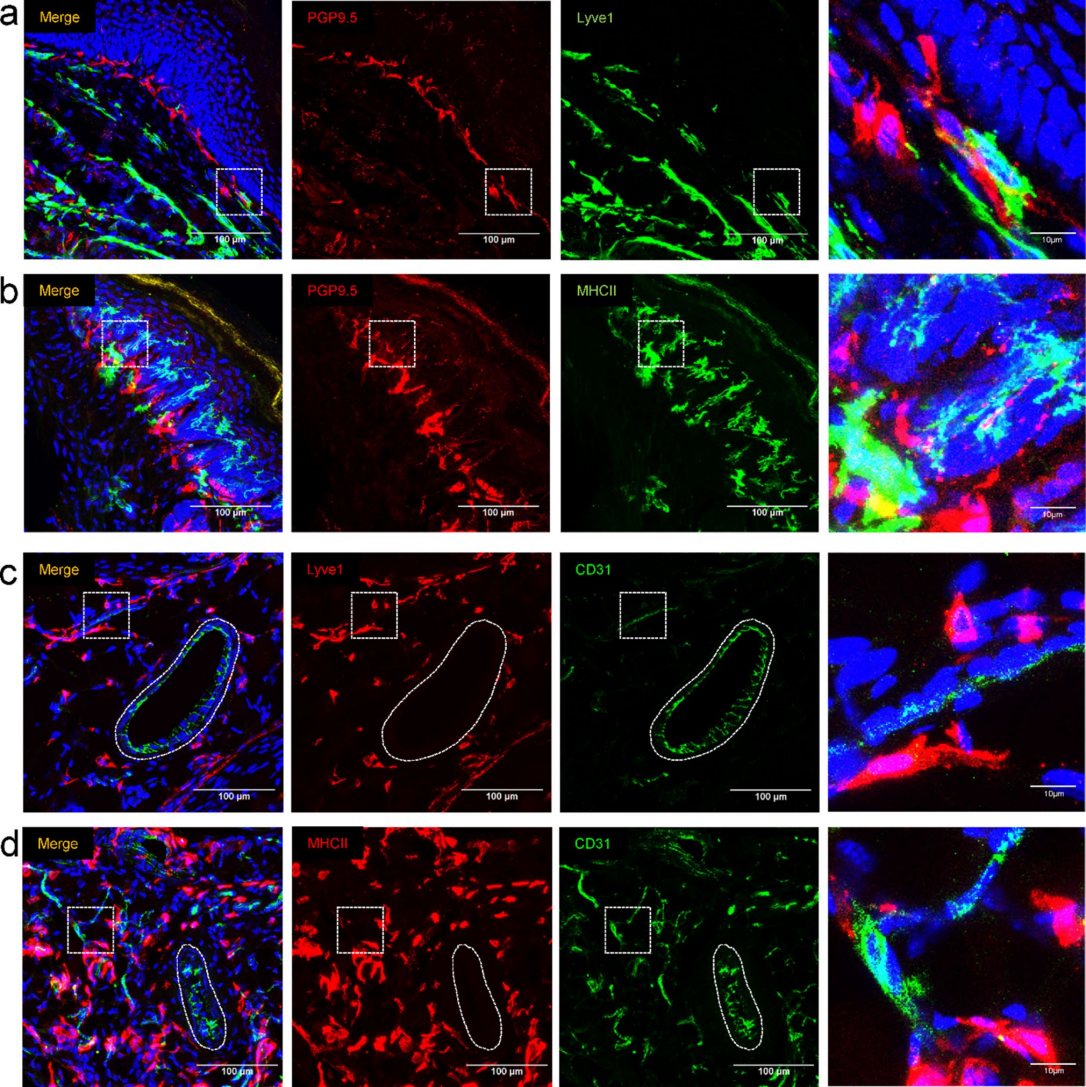
Histological association of Lyve1^+^ and MHCII^hi^ macrophages with nerves and blood vessels. Immunofluorescent staining for **a** Lyve1/PGP9.5 and **b** MHCII/PGP9.5 was used to identify associations of Lyve1^+^ and MHCII^+^ cells with the nerve plexus of the plantar skin (dotted white boxes show the region enlarged in the right column). MHCII^+^ cells showed a much closer association with the nerve plexus as compared to lyve1^+^ cells. A population of MHCII^+^ cells (putative epidermal Langerhans cells, green arrows) was identified in the epidermis. Immunofluorescent staining for **c** Lyve1/CD31 and **d** MHCII/CD31 was used to identify associations of Lyve1^+^ and MHCII^+^ cells with both large vessels (ovoid dotted line) and small vessels (dotted white box) of the hindpaw. Macrophages associated with larger vessels reside near the outer perimeter of the vessel, in the putative tunica externa [39]

## Discussion

The importance of leukocyte dysregulation in the diabetic foot is underlined by the complexity of the role for the immune system in diabetes, DPN, and the formation of foot ulcers [9, 22, 40–44]. However, most transcriptomic analyses in diabetes thus far have focused on the pathophysiology of adipose tissue, sensory ganglia, or wounded/ulcerated skin. Though bulk RNA-sequencing has shown a net increase in proinflammatory gene expression [45], our overall understanding of age- and diabetes-related changes in leukocyte function in the distal limb is incomplete [10, 13, 22, 46]. Here, we analyzed CD45^+^ cells from the hindpaws of 12- and 21-week-old WT and DB mice, which demonstrate both a hyposensitivity and metabolic phenotype [27], to identify disruptions in leukocyte function in the diabetic foot with disease chronicity. Our hope is that a deeper understanding of immune-related disruptions in diabetic hindpaws in the absence of overt lesions will complement studies of proinflammatory cell types associated with bacterial or fungal infections and ulceration.

We identified 12 separate leukocyte clusters with several age- and diabetes-associated shifts in cell populations. The most notable of these included: increased mast cell/basophil, dT_γδ_ cell, heterogeneous T cell, and ILC2 populations in 21-week-DB mice. While these cell types play a host of roles in adaptive and innate immune responses, their presence here may allude to a concerted immune response to the inflamed or hyperglycemic microenvironment. Neutrophils are known to play an early role in the sensory ganglia microenvironment in mouse models of T1DM, and this neutrophilic response is later joined by T cells as the disease progresses [43]. 

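Neutrophil-like cells were 2.51% of immune cells in 12-week-WT (2.09 to 2.99) and 1.87% in 12-week-DB (1.54 to 2.25), and 1.86% in 21-week-WT and 0.534% in 21-week-DB. The DB/WT ratio was 0.745 (0.571 to 0.972) at 12 weeks and 0.288 (0.197 to 0.412) at 21 weeks, the latter from 119 and 42 cells. The 21-week ratio was 0.4823 with each cell named by its highest marker score and 0.1904 without integration.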

While we did not detect increased neutrophils in diabetic hindpaws, a parallel increase in T cells in diabetes may suggest a larger role for T_het_ cells in late-stage DPN that is generalizable across models and tissues. Consistent with a potential role for T cells in the diabetic foot, our data show that 21-week-DB mice exhibited increased dT_γδ_ cells, and both 12-week-DB and 21-week-DB mice had increased dendritic epidermal T cells (DETCs, which also express the γδ T cell receptor). 

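DETC-like cells were 2.24% of immune cells in 12-week-WT (1.84 to 2.70) and 8.07% in 12-week-DB (7.39 to 8.79), a DB/WT ratio of 3.60 (2.92 to 4.48). At 21 weeks they were 0.625% in WT, from 40 cells, and 1.91% in DB, from 150 cells, a ratio of 3.05 (2.14 to 4.45). With each cell named by its highest marker score, the 21-week shares were 1.917% and 2.823%, a ratio of 1.473.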

Interestingly, dT_γδ_ cells and DETCs have been reported to decrease in number and function in diabetic foot ulcers [42, 47]. Since reduced dermal and epidermal T_γδ_ cell numbers impair wound healing, this apparent contradiction might suggest that the mice in our study have not yet reached a point in dermal pathology associated with the development of non-healing wounds. Our data contrast with a study by Taylor et al. in which DB mice exhibited reduced T_γδ_ cell numbers by 10 weeks of age, since we observed increased T_γδ_ cells at 12 weeks (DETC) and 21 weeks (DETC and dT_γδ_ cells) [47]. This apparent discrepancy suggests that further study is needed to determine the underlying factors (e.g., diet, activity levels, immune status) that lead to loss of dermal and epidermal T_γδ_ cells [48]. Interestingly, we found only a moderate increase in the number of CD3^+^ cells via histology, and their distribution appeared in small clusters throughout the dermis. Since T_het_, dermal T_γδ_, and DETC all express CD3, our findings suggest that the changes seen in the single-cell data for these populations are attributable to a comparatively small number of cells. The increase in mast cells/basophils seen in 21-week-DB mice is also consistent with the notion that the mice in our study are not yet in a state conducive to ulceration, since mast cells are known to be important for wound healing [41]. Thus, increased mast cells/basophils (and T cells) may represent a transient inflammatory response in 21-week-DB hindpaws that eventually transitions to loss or senescence of these cells and compromised wound healing. Further examination of these populations at more chronic timepoints (i.e., 12–18 months) is warranted to determine their role in the initiation of DPN and DFU.

The cell–cell communication analysis revealed several changes in cytokine-mediated signaling between leukocytes in DB mice that are likely to be pathologically relevant. Suppressed recruitment of alternatively activated macrophages results in reduced TGFβ levels and impaired wound healing in the streptozotocin-induced model of Type I diabetes and a rat model of Type II diabetes [49, 50]. Similarly, activation of B-cells reduces their production of TGFβ and is associated with a shift away from a more regulatory phenotype [51, 52]. Dendritic cell-derived IL-1 has a stimulatory effect on T cell function in diabetes [53] and the reduced IL-4 signaling from DETCs may induce a net Th1 bias [54]. Impairments in neutrophil complement signaling would be consistent with the increased susceptibility to infection seen in diabetes [55]. Finally, the expression of APRIL by proinflammatory macrophages [56] and the expression of galectin by macrophages within atherosclerotic plaques [57] are consistent with the development of diabetes-related inflammation and cardiovascular disease in this model. Several publications implicate macrophages in the pathogenesis of diabetic neuropathy, with CD68^+^ macrophages detectable in sensory ganglia of patients with T2DM and DPN [10] and inflammatory pathways upregulated in macrophages in adipose tissue, foot ulcers, and circulating monocytes [12, 13, 22, 40, 58]. Here, we identified seven macrophage sub-clusters with a large degree of overlap in the defining genes. However, pathway analysis showed an interesting trend toward activation of Toll-like receptors, oxidative stress, and neuroinflammatory signaling in 21-week-DB mice. Of particular interest is the downregulation of pathways for IL-2 signaling, an important cytokine for proliferation of various T cell sub-types [59]. This may suggest that macrophages in 21-week-DB mice are not primarily responsible for driving the observed increase in T cell/dermal Tγδ cell/DETC/ILC2 numbers.

Based on the inconclusive findings from our initial unsupervised clustering of macrophages, we sought a more appropriate functional classification. A recent report identified a classification system that aligned macrophages with four sub-categories defined by Lyve1 and MHCII [37]. Several recent publications indicate that Lyve1^+^ macrophages represent anti-inflammatory, “M2-like” perivascular macrophages responsible for tissue maintenance. Conversely, MHCII^hi^ is a broad marker for classical/”M1-like” proinflammatory macrophages [58]. However, MHCII is less consistently used as a sole marker since it labels a somewhat heterogeneous subset and can be readily upregulated in response to a wide variety of proinflammatory stimuli [38, 60, 61]. Pathway analysis of these four sub-populations showed that Lyve1^+^MHCII^lo^ expressed genes related to vascular and circulatory system development; Lyve1^−^MHCII^hi^ expressed genes related to lymphocyte activation, cell adhesion, and cytokine-based responses; Lyve1^+^MHC^hi^ upregulated genes related to leukocyte activation and inflammatory responses; and Lyve1^−^MHCII^lo^ expressed genes related to recognition of foreign antigens. This suggests Lyve1^+^MHCII^lo^ macrophages’ responsibility in tissue maintenance and vascular development, while the other three sub-types drive inflammatory responses. In DB mice, it is tempting to speculate that the age-related shift toward the anti-inflammatory, perivascular Lyve1^+^MHCII^lo^ phenotype and shift away from the nerve fiber-associated, Lyve1^−^MHCII^hi^ phenotype drive neuropathy in DB mice [27, 38, 40]. Alternatively, this shift may represent a homeostatic response to the vascular disturbances seen in diabetes.

Histological examination of Lyve1 and MHCII alongside pan-macrophage antibodies suggested a significant increase in the number of macrophages, as well as the presence of Lyve1^+^ macrophages in DB skin. The notion that these Lyve1^+^ macrophages are more “M2-like” appears to be corroborated by the extensive co-localization with another M2-like marker: CD206/Mrc1 [62]. In contrast to the increase seen in Lyve1^+^ macrophages, we noted no significant change in MHCII^+^ macrophages when comparisons were made between each group. Since much of the existing literature considers vascular disturbances as one of the primary mechanisms driving both DPN and DFU [3, 4, 7], a role for angiogenic Lyve1^+^ macrophages in the pathological mechanisms of the diabetic foot could lead to potential markers for disease progression and potent targets for therapeutic development.

Interestingly, while both MHCII^+^ and Lyve1^+^ cells showed a close proximity to small and large blood vessels of the foot, there was a unique spatial separation of the Lyve1^+^ and MHCII^+^ cells relative to the nerve plexus of the skin. More specifically, MHCII^+^ cells showed a close proximity to the nerve plexus and IENFs, whereas Lyve1^+^ cells were predominantly localized to the deep dermis and showed little association with nerves. This contrasts with a previous publication exploring the distribution of Lyve1^+^ and MHCII^+^ cells in skeletal muscle, which showed that these cells were in close proximity to nerves and blood vessels [37].

Through the data shown here, we can conclude that the cutaneous immune system in Type 2 diabetes exhibits profound changes in population and function alongside symptoms of sensory loss, but prior to the development of infection or ulceration. The upregulation of angiogenic, M2-like macrophages under chronic diabetic conditions represents an important functional change in this environment. One of the limitations of this study is that only male mice were used. In future studies, the addition of female *Lepr*^*db/db*^ mice could shed light on sex-based differences in immune dysregulation in diabetes, given the differences in innate immune cell function in males versus females [63]. In addition, although we focused on macrophages due to their disproportionate frequency and transcriptional activity in skin, an in-depth analysis of the various other sub-types leukocytes affected in DB mice was not carried out. In future work, comparison with other models of diabetes, particularly those featuring sensory gain as a model of painful DPN, could prove informative. It will also be important to eventually verify the extent to which these changes are present in diabetic patients, and whether they represent targets for therapeutic intervention to treat DFU and DPN.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

Supplementary file6

Supplementary file7

Supplementary file8

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) data repository under accession number GSE247211.

## Abbreviations

12DB: 12-Week-old *Lepr*^*db/db*^ mice
12WT: 12-Week-old wild-type mice
21DB: 21-Week-old *Lepr*^*db/db*^ mice
21WT: 21-Week-old wild-type mice
ANOVA: Analysis of variance
AUC: Area under the curve
DAPI: 4',6-Diamidino-2-phenylindole
DB: *Lepr*^*db/db*^ Mouse
cDC1: Type 1 conventional dendritic cells
cDC2: Type 2 conventional dendritic cells
DETC: Dendritic epidermal T cells
DFU: Diabetic foot ulcer
DPN: Diabetic peripheral neuropathy
dTγδ: Dermal gamma delta T cells
FACS: Fluorescence-activated cell sorting
FBS: Fetal bovine serum
FSC: Forward scatter
ILC2: Type 2 innate lymphoid cells
*Lepr*^*db/db*^: Leptin receptor, homozygous for the “db” allele
M/B: Mast cells/basophils
MdMacro: Monocyte-derived macrophages
Neut: Neutrophils
NK: Natural killer cells
PBS: Phosphate-buffered saline
PCA: Principal component analysis
PTEN: Phosphatase and tensin homolog
RT: Room temperature
SSC: Side scatter
T2DM: Type 2 diabetes mellitus
Thet: Heterogeneous T cells
UMAP: Uniform manifold approximation and projection
WT: Wild-type

# Supplementary material for: Single-cell analysis of age-related changes in leukocytes of diabetic mouse hindpaws
**Source:** Cell Mol Life Sci. 2024 Mar 19;81(1):146. doi: 10.1007/s00018-024-05128-z
**Supplement:** Supplementary file 1 — Supplementary file1

**Single-Cell Analysis of Age-Related Changes in Leukocytes of Diabetic Mouse Hindpaws**

***Cellular and Molecular Life Sciences***

James M. Nichols, DVM PhD^1^, Hoang Vu Pham, MS^1^, Eric Lee^1^, Rajasekaran Mahalingam, PhD^1*^, Andrew J. Shepherd, PhD^1*^

*Co-corresponding authors: Rajasekaran Mahalingam, Laboratories of Neuroimmunology, Department of Symptom Research, the University of Texas MD Anderson Cancer Center, Unit 1055, 6565 MD Anderson Boulevard, Houston, Texas 77030. Email: . Andrew J. Shepherd, Laboratories of Neuroimmunology, Department of Symptom Research, the University of Texas MD Anderson Cancer Center, Unit 1055, 6565 MD Anderson Boulevard, Houston, Texas 77030. Email: . ORCID ID: 0000-0002-8440-6192.

**
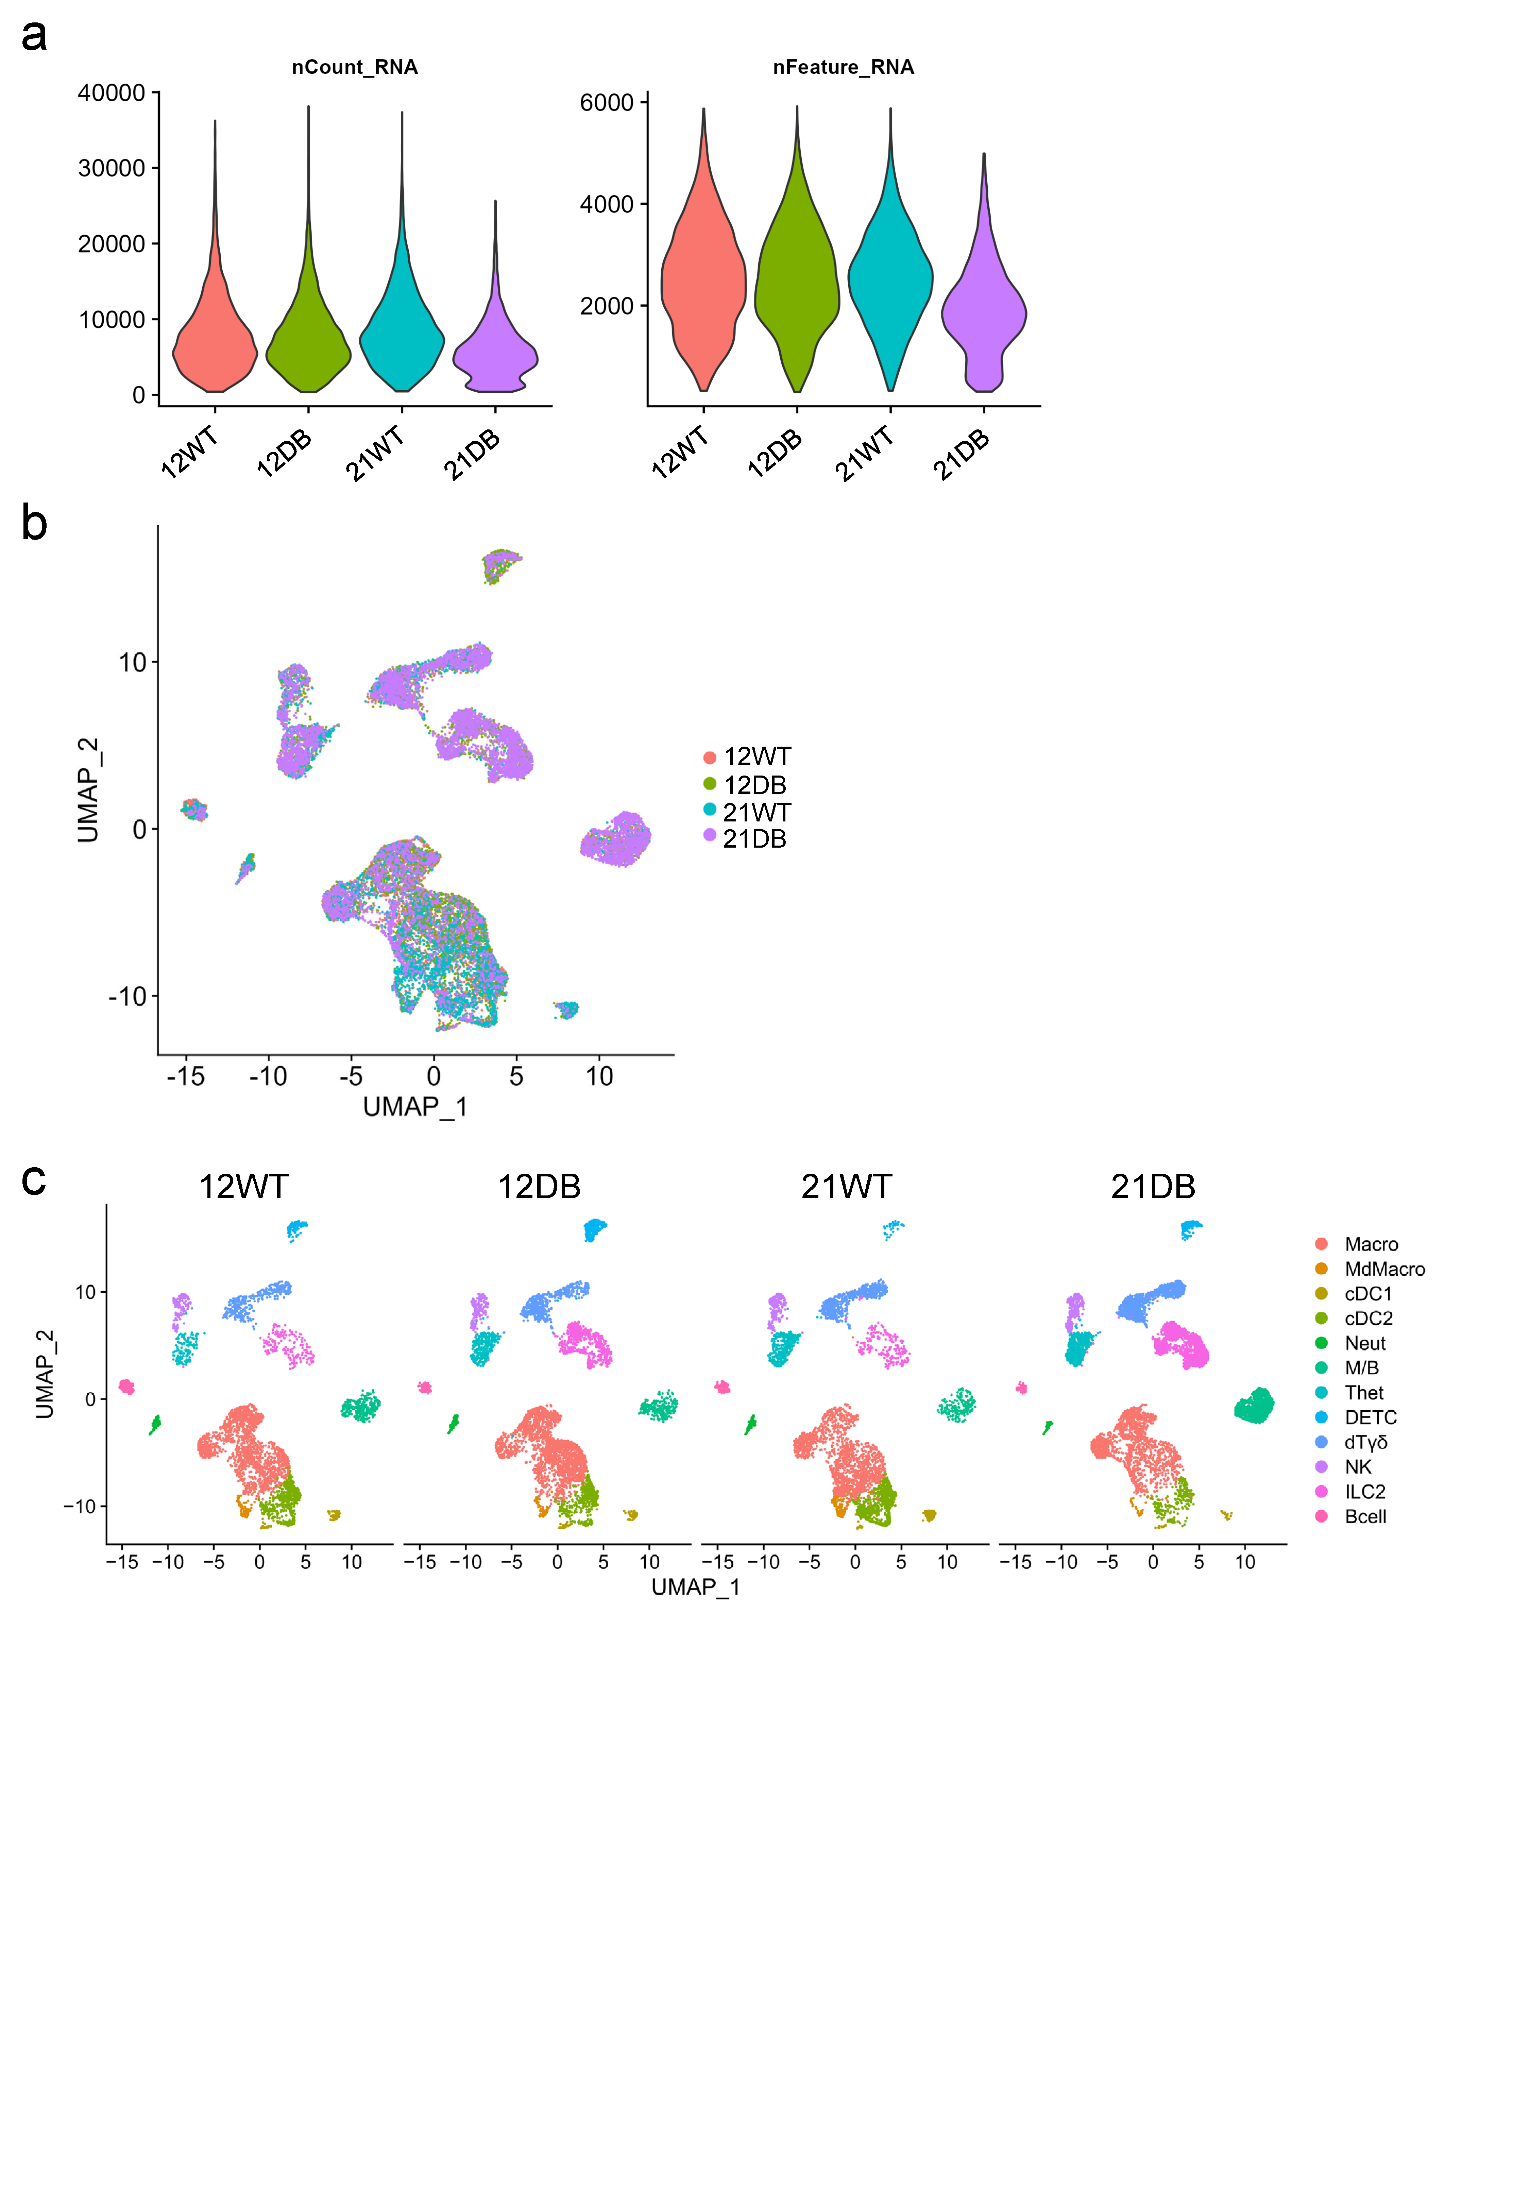
**

**Supplementary Fig. 1** Integrated data UMI counts and UMAP projections. **a)** Violin plot showing the total number of UMI counts and the total number of genes across samples. **b)** Integrated UMAP projection of all four samples. **c)** UMAP plot of each sample with annotated clusters.

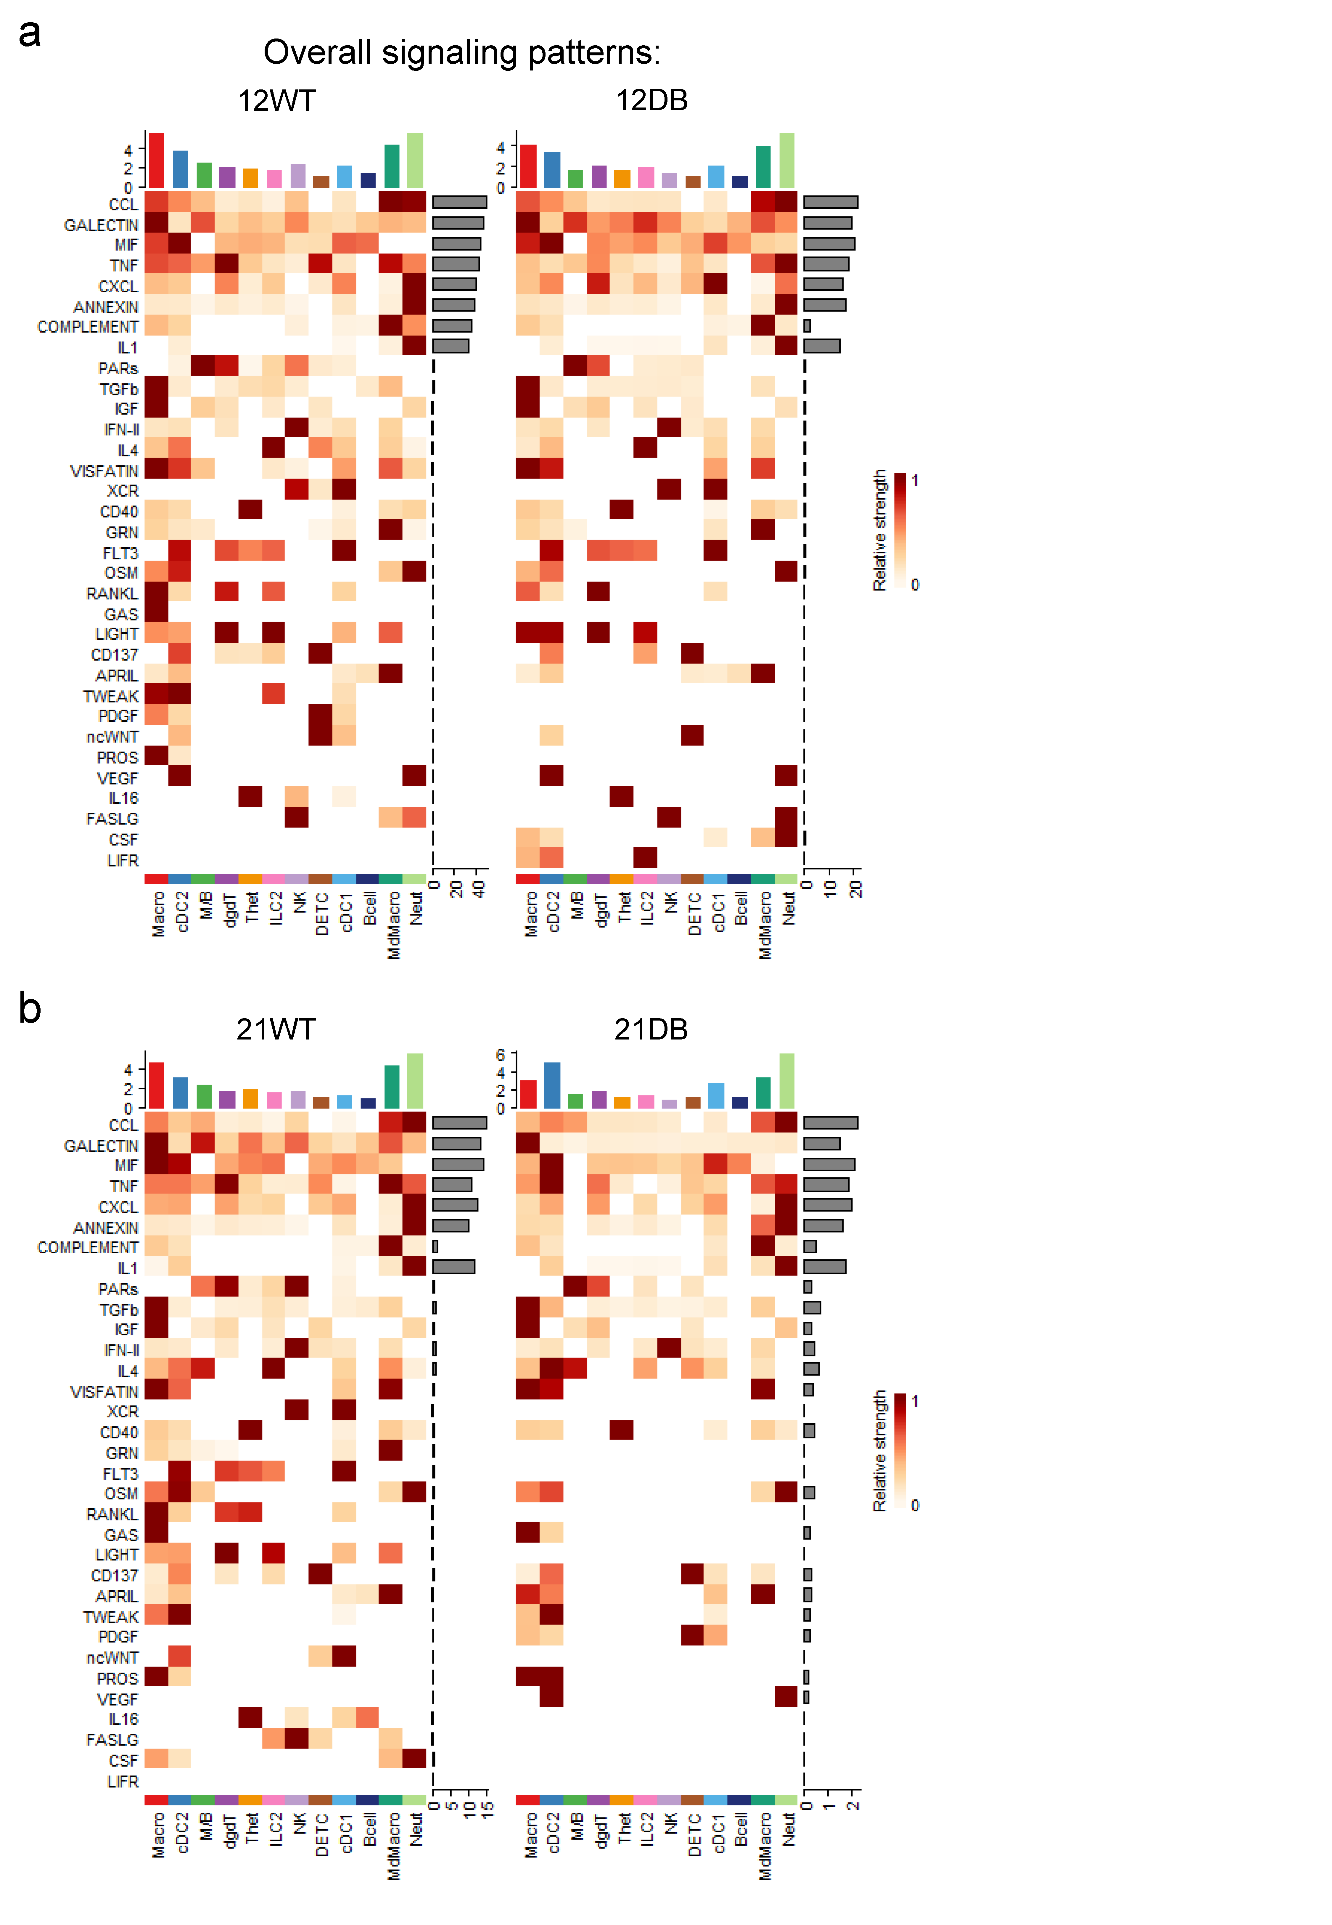

**Supplementary Fig. 2** Heatmaps of overall signaling combining both incoming and outgoing signaling of all cell types from 12WT, 12DB, 21WT and 21DB.

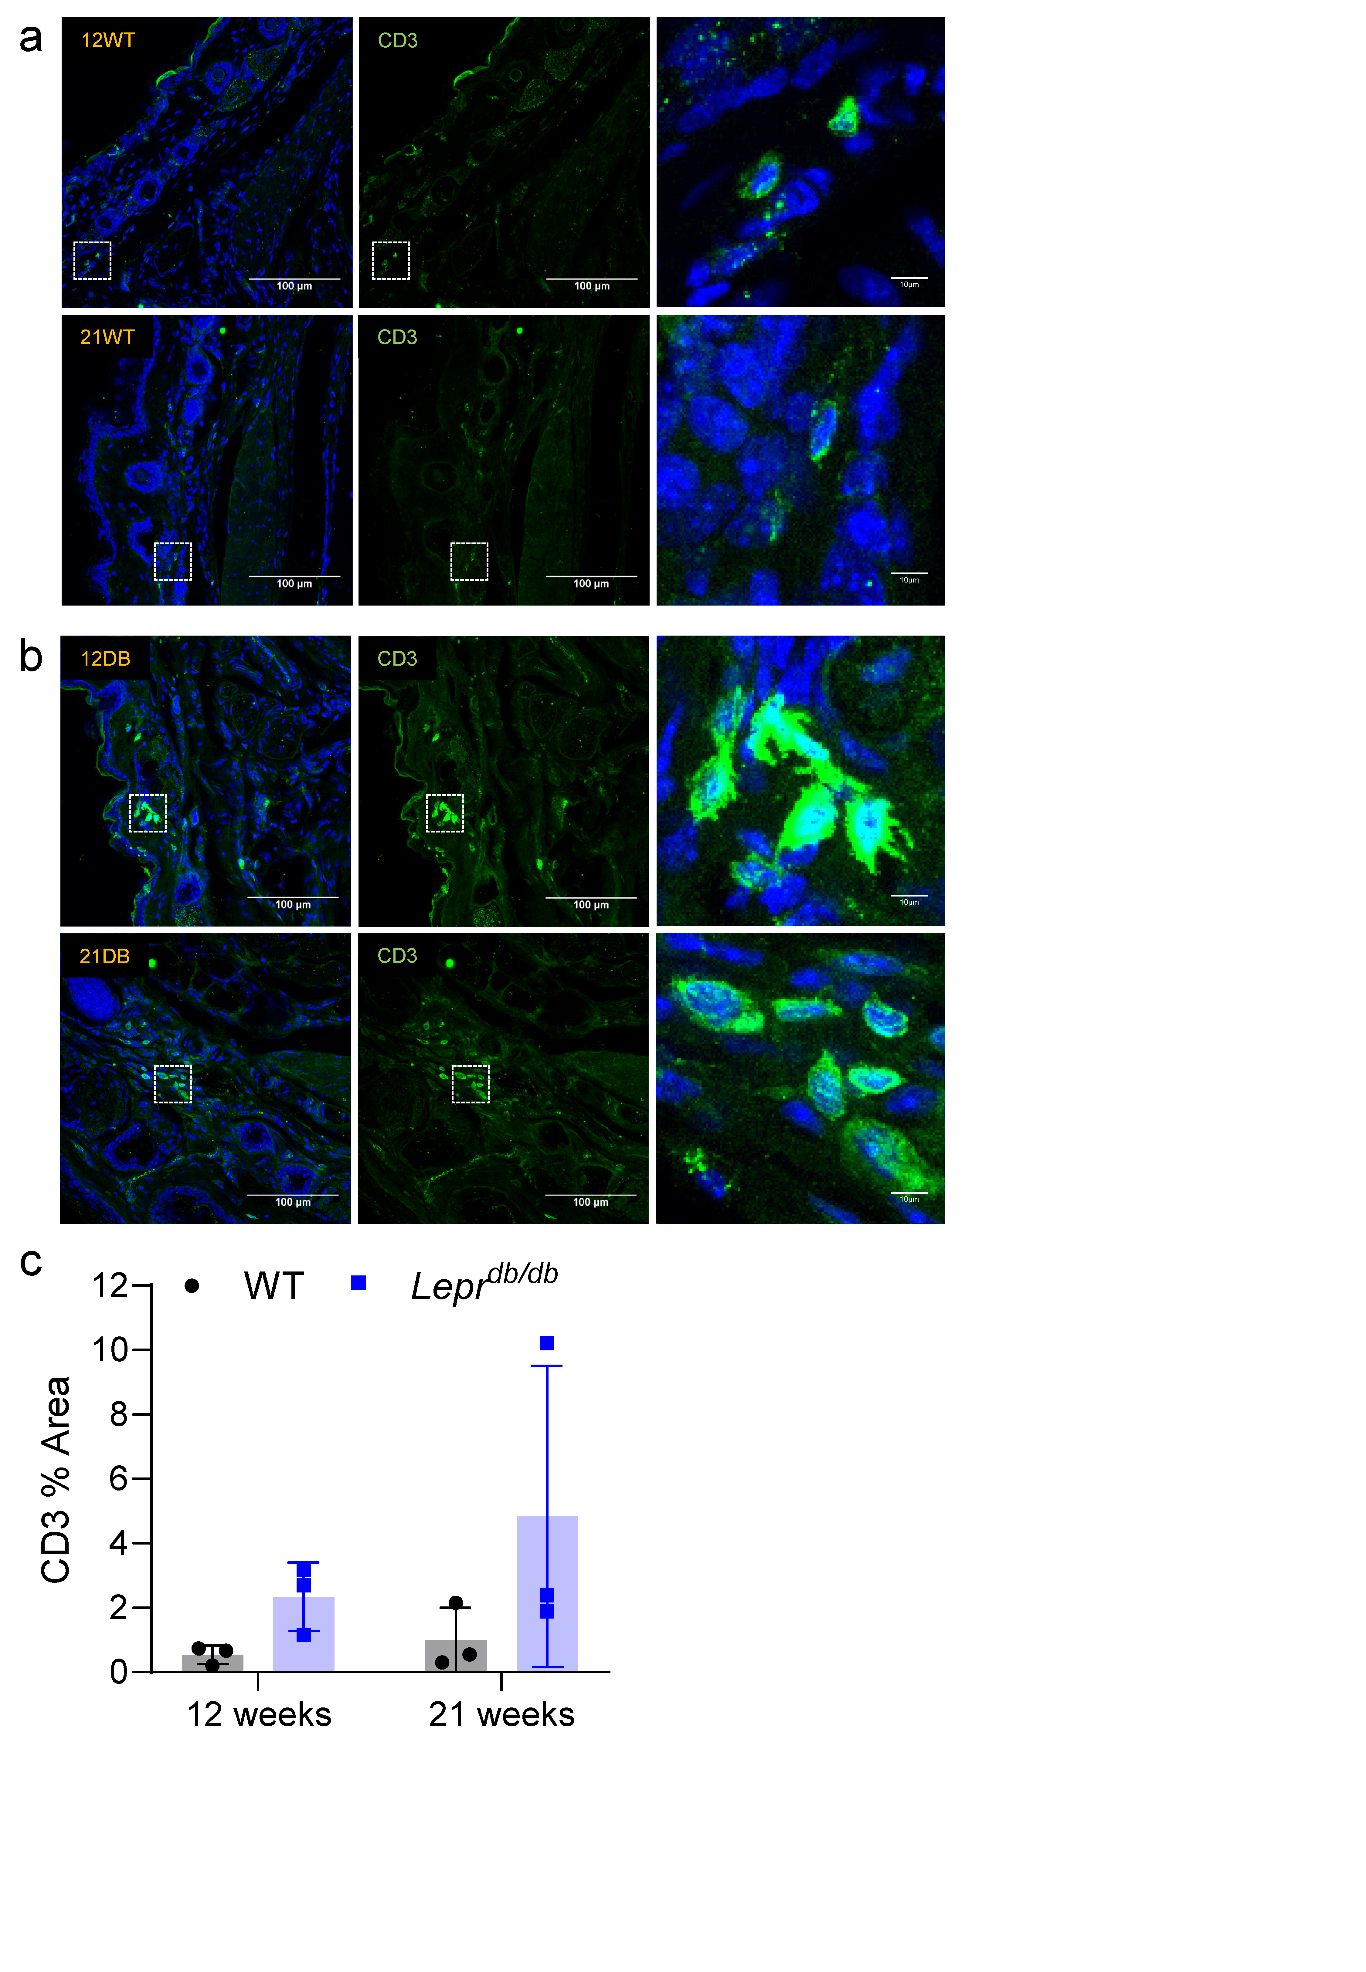

**Supplementary Fig. 3** Histological analysis of CD3^+^ cells in the hindpaws of 12- and 21-week-old WT and DB mice. **a)** Representative images of CD3^+^ cells from the hindpaws of 12-Week-WT, 21-Week-WT, 12-Week-DB, and 21-Week-DB mice (n=3; White dotted box = magnified area shown in right-most panel). **b)** Percent area quantifications for CD3^+^ cell showed no significant difference in T cell density between groups.

How the deposited data were processed for this re-analysis (not part of the article)

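CD45+ leukocytes from the hindpaws of male WT and DB mice at 12 and 21 weeks were measured by 10x droplet single-cell RNA-seq, with 1 library per condition from 2 to 3 pooled mice. The authors aligned the reads to mm10 with Cell Ranger and deposited UMI counts per gene and cell barcode, without normalization, ambient RNA removal or a filter on genes or mitochondrial UMIs. The paper names Cell Ranger 6.0 and the headers of the 12-week files name 5.0.0, so the software differs with age. The files held 30793 barcodes in all, of which 26043 were kept.

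Barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept. Scrublet scores were computed with scanpy 1.11.5, and the highest scores were removed at a rate of 0.8% per 1000 barcodes (4.80%, 5.97%, 6.57% and 7.30% in 12-week-WT, 12-week-DB, 21-week-WT and 21-week-DB). This rate replaced Scrublet's own threshold, which marked 1.00%, 1.40%, 0.00% and 0.023% of the cells. The libraries were integrated with Seurat 5.3.0 on 2000 variable genes and clustered with 20 principal components at a resolution of 0.4. A cluster was named for a class when at least 3 of its 5 markers were each detected in at least 25% of its cells and the class had the highest mean marker score. A cluster stayed unnamed when a non-immune class scored highest without meeting this rule, when its top 10 genes held more markers of another class, or when it had few UMIs and none of its markers among them. These scoring details, and the choice to name clusters of all cells in place of clusters of re-clustered leukocytes, were set after the clusters were seen. The markers were set before the data were examined, as were the alternatives, the Lyve1 comparison and the rule for the genes named in the text. Re-clustering without non-immune clusters was added later, as were a resolution of 0.8 and naming by cell for the Lyve1 shares. Unnamed clusters held 1.36%, 0.844%, 3.33% and 2.21% of the kept cells in the same order of libraries.

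The genes named are those that the paper names or labels in Figs. 2a, 2c, 6d and 6e, the ligands of its signalling claims with their main receptors, the 5 genes with the largest rise and fall in macrophages in each contrast among genes with at least 100 CPM in the higher library and at least 50 UMIs, and the 5 with the largest rise and fall in the Lyve1 comparison among called genes with a mean of at least 50 CPM and 1 direction in all 4 libraries. The gene lists of Fig. 3b,c were added later. Results for some genes, and 1 test that rests on them, are not reported here.

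No test was made between conditions, because each had 1 library. Counts were summed over cells and scaled to the total UMIs of the same cells (CPM) with exact Poisson intervals, and shares with exact Clopper-Pearson binomial intervals, all at 95% and for counting error only. A count of 0 allows up to 3 counts. Immune cells held 40849333 UMIs in 12-week-WT, 48879282 in 12-week-DB, 58148616 in 21-week-WT and 48139696 in 21-week-DB. Small classes were less precise, down to 39 monocyte-derived macrophages in 21-week-DB. The only test compared sums over Lyve1+ and Lyve1- macrophages within the 4 libraries with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test, library as a block, Benjamini-Hochberg adjusted p under 0.05). The cells were grouped by their own Lyve1 count, so genes that vary with Lyve1 or with depth enter the comparison. Tested on simulated counts of 12456 genes with 200 of them changed, the fit recovered 100% of those with 6 false calls. The simulated changes were large and in genes above a minimum level. The simulation had no differences between libraries and no grouping of cells by their Lyve1 count. It therefore does not show how well small changes are found, or what that grouping does.

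Alternatives were at least 500 genes, at most 5% mitochondrial UMIs, no doublet removal, no integration, a resolution of 0.8, naming each cell by its highest marker score, macrophages left out of the denominator, ambient RNA removal, cells thinned to 2000 UMIs, at least 2 UMIs of Lyve1, H2-Ab1 thresholds of 1.5 and 2.5, other scalings, DESeq2 1.42.0, no filter on genes, no library block and each library left out. Ambient RNA was estimated with a mixture model of the form decontX uses, written for this work. It removed 13.8%, 14.9%, 14.6% and 11.9% of the counts. On simulated cells of the 4 libraries with 10.0%, 10.0%, 9.86% and 10.3% foreign counts it estimated 12.7%, 12.6%, 12.6% and 13.0%, so it removed too much. CellChat, Ingenuity Pathway Analysis and gene set enrichment were not repeated. Immunofluorescence, behaviour and glucose measurements were not analysed here. As a check on the labels, Xist was at 0.0836, 0.123, 0.129 and 0.0727 CPM, as in male mice. Lepr had 28, 17, 30 and 18 UMIs, too few to check the genotype.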

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

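The tests with low-UMI barcodes left out and with ambient RNA removed for the mast cell/basophil share were chosen only after the result was seen, as were the comparison of UMIs in shared barcodes and the limit used for free RNA levels. The leading neuronal genes were also named after, and the result for Cell Ranger versions was set as open after its value was seen.

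The mast cell/basophil share stood out because its DB/WT ratio moved in opposite directions at the 2 ages, at 0.719 at 12 weeks and 4.70 at 21 weeks. The difference between ages was not tested. With at least 500 genes per cell the 21-week ratio was 4.36 and with macrophages left out of the denominator 3.82, which argues against low-UMI barcodes or the loss of macrophages as the whole cause. With ambient RNA removed it was 4.67, but this model keeps every barcode, so free mast cell RNA counted as cells stays open. Differences between libraries other than genotype cannot be told apart from genotype, because there was 1 library per condition. An effect of genotype that changes with age stays open and untested.

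The Lyve1+ share of macrophages was also opposite at the 2 ages, with DB minus WT differences of -8.08 points at 12 weeks and 17.4 points at 21 weeks. For Lyve1+ MHCIIlo macrophages the differences were -6.01 and 28.2 points. Neither difference between ages was tested. The level of Lyve1 over the same macrophages was lower in DB at both ages, at 1212 CPM in 21-week-WT and 925 CPM in 21-week-DB. As the smaller ratio to the full difference over both ages, 0.727 was left with cells thinned to 2000 UMIs, 1.18 with ambient RNA removed and 1.01 without monocyte-derived macrophages, which argues against depth, free Lyve1 RNA or monocyte-derived macrophages as the whole cause. Without integration the 21-week Lyve1+ difference was 0.205 points, so this result depends on how macrophages were grouped. With 1 library per condition, other differences between libraries cannot be told apart from genotype, and an effect of genotype that changes with age stays open.

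Barcodes with neuronal transcripts, which the paper does not report, formed a cluster led by Sncg, Uchl1, Nefl, Stmn2 and Prph with 181 barcodes in 21-week-WT, 134 in 21-week-DB and 0 in either 12-week library, where 0 allows up to 0.0598% and 0.0487% of kept cells. They were 2.66% and 1.66% of the kept cells of the 21-week libraries, had median counts of 745 and 691.5 UMIs, and were left out of all shares. A list of 10 neuronal genes written before the test was at 4632 CPM in 21-week-WT and 4449 CPM in 21-week-DB in these barcodes. It was at least 257 times lower in leukocytes. The barcodes had been grouped by their own transcripts, which by itself favours a high ratio, so free RNA taken up by leukocytes stays open. Of the 134 barcodes of 21-week-DB, 130 recurred among those of 21-week-WT, against 18 of 8990 other barcodes. All 130 had more UMIs in 21-week-WT, with medians of 835.5 and 698.5 UMIs. A candidate explanation is that molecules of 1 source were assigned to both libraries, for example by swapped sample indices, so that these barcodes may not be cells of each library. Whether they are axon fragments without nuclei stayed open, because the result of the test turned on the leukocyte level used for comparison. Malat1 in these barcodes was alike, at 7311 CPM in 21-week-WT and 6489 CPM in 21-week-DB. In leukocytes it was at 11944 and 21365 CPM. The ratio of 0.304 in 21-week-DB lay between the limits set for that test, and that in 21-week-WT was on the side against such fragments. Most of these barcodes were shared, so the 2 libraries are not separate tests. A difference between Cell Ranger versions also stayed open. The highest 12-week level of the list over all barcodes was 0.83 of the lowest 21-week level, but only barcodes called as cells are in the files. An effect of age was not tested.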

How the results depend on the processing

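Re-clustering after non-immune clusters were left out, the Lyve1+ differences at a resolution of 0.8, with each cell named by its highest marker score and without the Ccl2-led clusters were chosen only after the data were seen.

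Without integration, the 21-week DB/WT ratio was 4.015 for mast cells/basophils, 1.06 for dermal γδ T cells, 0.9147 for heterogeneous T cells, 2.42 for ILC2, 0.1063 for cDC2 against 0.2216 and 1.289 for cDC1, the last reversed from 0.228. Lyve1+ differences were then -13.8 points at 12 weeks and 0.205 at 21 weeks, and Lyve1+ MHCIIlo differences -11.2 and 15.4 points. Under this setting 13.6%, 8.46%, 23.3% and 10.1% of kept cells in 12-week-WT, 12-week-DB, 21-week-WT and 21-week-DB were in unnamed clusters. Re-clustered, the cDC1 ratio was 1.277 and the 12-week Lyve1+ difference -4.70 points. A cluster led by Plac8, Ccl2 and Cxcl1 was then named for monocyte-derived macrophages. This class thus held 423, 377, 703 and 392 cells in the same order of libraries, against 58, 64, 88 and 39 in the main analysis. In the main analysis the Ccl2-led cluster counted as macrophages. Both cDC1 reversals came with the loss of the Xcr1-led cluster, which the naming rule left unnamed. It held 351 cells of 21-week-WT and 11 of 21-week-DB without integration, and 206 and 24 re-clustered, and cDC1 were then only the Cd207-led cluster. The cluster led by Cxcl1 and Ccl2 was also unnamed without integration, with 869 and 514 cells. Of these, 557 and 382 were among the macrophages of the main analysis, and without them the 21-week Lyve1+ difference there was 14.5 points, so their loss alone did not give 0.205. The rest of the cause was not tested.

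With macrophages left out of the denominator, the 21-week ratios were 3.818 for mast cells/basophils, 1.011 for dermal γδ T cells, 0.8701 for heterogeneous T cells and 2.238 for ILC2. The fall in macrophages then no longer raised the others. Other falling classes stayed in the denominator, such as cDC2 at 13.6% of 21-week-WT and 3.02% of 21-week-DB, and can still raise these ratios. With at most 5% mitochondrial UMIs, the ratios over all immune cells were 4.009 for mast cells/basophils and 5.552 for ILC2. The 21-week differences were then 22.5 points for Lyve1+ and 32 points for Lyve1+ MHCIIlo. With each cell named by its highest marker score, the 21-week ratio was 1.262 for heterogeneous T cells, 0.9994 for macrophages against 0.5747, 1.473 for DETC against 3.055, 0.4823 for neutrophils against 0.2875, 0.2157 for monocyte-derived macrophages against 0.361 and 0.3543 for cDC1 against 0.2282, so the fall in macrophages was absent. Under this setting macrophages lost share in 21-week-WT, while cDC2 reached 24.88% there and monocyte-derived macrophages 7.8%. In 21-week-DB these classes were only 4.533% and 1.683%. The fall was thus absent for the macrophage name, but not for cDC2 or monocyte-derived macrophages. The cause was not tested for this setting or for at most 5% mitochondrial UMIs. The mast cell/basophil ratio stayed above 1 at 21 weeks and below 1 at 12 weeks under every alternative run.

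Thinned to 2000 UMIs, the 21-week differences were 12.7 points for Lyve1+ and 19.9 for Lyve1+ MHCIIlo, while the 12-week differences widened to -9.75 and -7.75 points. With ambient RNA removed they were 23.7 and 24.5 points. With at least 2 UMIs of Lyve1 the Lyve1+ MHCIIlo difference was 24.1 points. With each cell named by its highest marker score they were 12.1 points for Lyve1+ and 22.5 for Lyve1+ MHCIIlo, and at a resolution of 0.8 17.5 and 28.5 points. Both 12-week differences were negative under every alternative run, and the 21-week differences were positive except that the Lyve1+ difference was near 0 without integration.

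With cell classes at WT weights, 7 of the 13 genes of Fig. 2c kept their direction. At 12 weeks the log2 DB/WT ratio was -0.12 for Cd3e, -0.04 for Cd3g, -0.06 for Il2rb, -0.02 for Gata3 and -0.40 for Cd7. At 21 weeks it was -0.21 for Gata3, -0.01 for Il13, -0.10 for Gata2, 0.68 for Ptgs2, 1.13 for Il1b and 0.52 for Il1r2. By construction, these values leave out the change in class shares. They sum over classes, so a rise in some can hide a fall in others. Within macrophages of the 21-week libraries the log2 ratio was -0.75 for Ptgs2 and -0.12 for Il1b.

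In the Lyve1 comparison, 957 genes were higher and 720 lower without the library block, all among the 2121 and 2407 of the blocked fit. Thinned to 2000 UMIs, 1244 were higher and 1232 lower, with 9314 genes tested. Leaving out each library in turn gave 1541 to 1923 higher and 1428 to 2111 lower genes, the fewest lower without 12-week-WT. DESeq2 gave 1681 and 1899. Of 209 values of named genes under the alternatives, 4 lost and 1 gained its call.

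Depth limits the signalling genes in small classes, such as 26 UMIs of Tgfb1 in B cells of 21-week-DB.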

Differences from the paper's values

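No test was chosen after the result was seen in this part. The paper's shares are from Supplementary Table 3, and shares here rest on rebuilt cell names.

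The ILC2 share of 12-week-WT was 7.22% against the paper's 4.764%. The gap fell under the limit for a difference with at most 5% mitochondrial UMIs (4.787%) and with each cell named by its highest marker score (5.689%), only just so without doublet removal (7.146%), and not under the other alternatives set before the data were examined. In 21-week-WT it was 8.983% against the paper's 4.266%, and 4.249% with at most 5% mitochondrial UMIs, the only such alternative that closed the gap. The 21-week DB/WT ratio of ILC2 was 2.757 against the paper's 5.566, and again only at most 5% mitochondrial UMIs closed the gap, at 5.552.

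The cDC1 share of 21-week-DB was 0.8272% against the paper's 0.4698%, and the 21-week DB/WT ratio 0.2282 against the paper's 0.1187. Monocyte-derived macrophages were 1.203% of 12-week-WT against the paper's 2.509%, 1.069% of 12-week-DB against the paper's 1.903% and 1.375% of 21-week-WT against the paper's 3.627%, with a 21-week DB/WT ratio of 0.361 against the paper's 0.09991. None of the alternatives set before the data were examined closed these gaps. With ambient RNA removed, the monocyte-derived shares of these 3 libraries were above the paper's, at 5.401%, 4.362% and 9.639% in the same order. With each cell named by its highest marker score they were also above, at 3.989%, 3.841% and 7.8%. The 21-week DB/WT ratio of neutrophils was 0.2875 against the paper's 0.1815. It was 0.2128 with at least 500 genes, 0.2324 with at most 5% mitochondrial UMIs and 0.1904 without integration, which closed the gap, and the other alternatives did not.

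The paper states a substantial increase of heterogeneous T cells in 21-week-DB, and the ratio of shares here was 1.07 (0.963 to 1.19), against 1.211 from the paper's own shares, which is no difference by the limit used. The cells numbered 608 in 21-week-WT and 800 in 21-week-DB here. Of the genes in the paper's Lyve1 list, 819 were matched here, all in the paper's direction, and 792 were called. Hspb1, which the paper lists for Lyve1+ macrophages, was not called. On the paper's scale it was higher by 0.42 against the paper's 0.51. In the edgeR test it was higher by 0.38 on the log2 scale without passing the threshold, and of the alternatives run only the fit without 12-week-DB called it, at 0.78.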

Other observations

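The Lyve1+ difference without the Ccl2-led cluster and the Lyve1+ share of all immune cells were chosen only after the results were seen.

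The log2 DB/WT ratios of the genes named in Figs. 2a and 2c were set against a change in cell class shares. With each class at its WT weight, 36.8% of the median absolute log2 ratio was left at 12 weeks and 30.0% at 21 weeks, which is in line with the hypothesis that shifts in class shares make up most of these ratios over all cells. A change within classes stays open for the rest.

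In the Lyve1 comparison, 1 of the 8 assignments of the labels within the 4 pairs, the real one, gave as many genes past the threshold. With 8 assignments the design cannot give a share under 0.05.

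The Lyve1+ share was also taken over all immune cells, where it was 24.0% in 12-week-WT (22.8 to 25.3), 18.8% in 12-week-DB (17.8 to 19.8), 15.2% in 21-week-WT (14.4 to 16.2) and 12.3% in 21-week-DB (11.5 to 13.0). By this denominator it was lower in DB at both ages. Lyve1- MHCIIhi macrophages were 16.5% of the immune cells of 21-week-WT and 2.80% of those of 21-week-DB. Without the macrophage cluster led by Ccl2, Cxcl1 and Tnf, the DB minus WT differences in the Lyve1+ share of macrophages were -9.46 points at 12 weeks and 14.5 points at 21 weeks.

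In cDC1 of the 21-week libraries, Il1b was at 211 CPM in WT (196 to 227; 232 cells) and 6279 CPM in DB (6102 to 6460; 65 cells). This class pooled an Xcr1-led and a Cd207-led cluster, with 203 and 29 cells in 21-week-WT and 20 and 45 cells in 21-week-DB, so the values compare different mixtures of cells. No explanation was tested.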
